# Epigenetic drift of H3K27me3 in aging links glycolysis to healthy longevity in *Drosophila*

**DOI:** 10.7554/eLife.35368

**Published:** 2018-05-29

**Authors:** Zaijun Ma, Hui Wang, Yuping Cai, Han Wang, Kongyan Niu, Xiaofen Wu, Huanhuan Ma, Yun Yang, Wenhua Tong, Feng Liu, Zhandong Liu, Yaoyang Zhang, Rui Liu, Zheng-Jiang Zhu, Nan Liu

**Keywords:** epigenetic drift, H3K27me3, glycolysis, aging, metabolic health, longevity, *D. melanogaster*

## Abstract

Epigenetic alteration has been implicated in aging. However, the mechanism by which epigenetic change impacts aging remains to be understood. H3K27me3, a highly conserved histone modification signifying transcriptional repression, is marked and maintained by Polycomb Repressive Complexes (PRCs). Here, we explore the mechanism by which age-modulated increase of H3K27me3 impacts adult lifespan. Using *Drosophila*, we reveal that aging leads to loss of fidelity in epigenetic marking and drift of H3K27me3 and consequential reduction in the expression of glycolytic genes with negative effects on energy production and redox state. We show that a reduction of H3K27me3 by PRCs-deficiency promotes glycolysis and healthy lifespan. While perturbing glycolysis diminishes the pro-lifespan benefits mediated by PRCs-deficiency, transgenic increase of glycolytic genes in wild-type animals extends longevity. Together, we propose that epigenetic drift of H3K27me3 is one of the molecular mechanisms that contribute to aging and that stimulation of glycolysis promotes metabolic health and longevity.

## Introduction

Aging is characterized by the progressive decline in cellular and organismal functions that lead to reduction of fitness and increased risks to diseases and death. Epigenetic alterations in histone modification represent a prominent hallmark of aging (Sen et al., 2016). Chromatin and epigenetic complexes that modify histones regulate the accessibility of DNA to transcriptional machinery, thereby permitting direct control of gene expression (Kouzarides, 2007). Previous studies have established that changes in histone markings, such as acetylation on histone H4 at lysine 16 (H4K16ac) in *Saccharomyces cerevisiae* (Dang et al., 2009), trimethylation on histone H3 at lysine 4 (H3K4me3) in *Caenorhabditis elegans* (Han et al., 2017), and trimethylation on histone H3 at lysine 36 (H3K36me3) in *S. cerevisiae*, *C. elegans* and *Drosophila melanogaster* substantially impact adult lifespan (Pu et al., 2015; Sen et al., 2015). Polycomb repressive complexes (PRCs), including PRC1 (Shao et al., 1999) and PRC2 (Kuzmichev et al., 2002), are important histone-modifying enzymes (Czermin et al., 2002; Müller et al., 2002; Saurin et al., 2001) that are evolutionally conserved from the worm to *Drosophila* and mammals (Whitcomb et al., 2007). Tri-methylated histone H3 at lysine 27 (H3K27me3) denotes transcriptional silencing, which is produced by PRC2 (Czermin et al., 2002; Müller et al., 2002) and functionally maintained by PRC1 (Cao et al., 2002). Although mutation in the H3K27me3 demethylase couples an increase of H3K27me3 with longevity in *C.elegans* (Jin et al., 2011; Maures et al., 2011), reducing H3K27me3 by heterozygous mutation in the H3K27me3 methyltransferase results in lifespan extension in both *C. elegans* and *D. melanogaster* (Ni et al., 2012; Siebold et al., 2010). Hence, it remains unclear whether the life-benefit phenotype is due to manipulation of specific genes or modulatory effect of H3K27me3. Importantly, H3K27me3 levels are known to increase with age (Liu et al., 2013; Sun et al., 2014); however, the manner by which H3K27me3 epigenome changes over the course of lifespan and its consequent impact on the progression of aging have not been addressed.

Metabolic homeostasis is intimately connected with aging and lifespan regulation (López-Otín et al., 2016). Glucose is the dominant provider of energy for cells. Glycolysis, the first step in the breakdown of glucose to extract energy in the form of ATP for cellular metabolism, is present in all cellular organisms and critical for life. The anti-aging effect of caloric restriction correlates with a metabolic feature of limiting glucose metabolism including a reduction of glycolysis (Feuers et al., 1989). On the other hand, glycolysis is essentially involved in a wide-range of biological processes (Chang et al., 2013; Okamoto et al., 2001; Volkenhoff et al., 2015). It is unclear, however, how the beneficial outcome of restricting glucose metabolism and glycolysis as a result of caloric restriction could be reconciled with the essential role of glycolysis during normal adult lifespan. Strikingly, decreased brain glucose metabolism is present prior to the onset of clinic symptoms in individuals at risk of Alzheimer's disease (Cunnane et al., 2011). Since aging is the most significant factor for human neurodegenerative diseases, it is important to better understand how glycolysis is modulated with age and whether modulation of glycolytic process could impact adult lifespan.

Mounting evidence associates aging with epigenetic, transcriptional, and metabolic alterations (López-Otín et al., 2013), yet how these processes are integrated into the regulation of adult physiology is only beginning to be revealed. Although epigenetic effects could potentially elicit broad regulatory mechanisms, it remains to be determined whether epigenetic modulations are simply associated with aging or directly contribute to transcriptional and metabolic modulations that profoundly impact adult lifespan. Here, using *Drosophila*, we discover that adult-onset fidelity loss results in epigenetic drift of H3K27me3, which in turn impinges on the transcription and metabolism of the glycolytic pathway. Our data presented in this study are consistent with the model that epigenetic drift of H3K27me3 is one of the molecular mechanisms that contribute to at least a subset of age-associated phenotypes and limit lifespan in *Drosophila*. Moreover, we reveal that a reduction of H3K27me3 by PRC2-deficiency stimulates glycolysis and healthy lifespan. Our study proposes that, during natural aging, stimulation of glycolysis promotes metabolic health and longevity.

## Results

### Adult-onset fidelity loss results in epigenetic drift of H3K27me3

H3K27me3 is a signature histone modification, but its dynamics at the epigenome level during aging has not been studied. To characterize H3K27me3 during aging, we examined the level of H3K27me3 in muscle by western blot and revealed an age-associated increase in wild-type (WT) flies (Figure 1—figure supplement 1A). To quantitatively profile H3K27me3, we adapted the chromatin immunoprecipitation (ChIP) followed by high-throughput DNA sequencing with reference exogenous genome method (ChIP-Rx) (Bonhoure et al., 2014; Orlando et al., 2014) in fly muscle tissues (Figure 1—figure supplement 1B). We generated H3K27me3 epigenome profiles in adult flies of 3, 15, and 30d. In addition, we also sampled embryo, larvae, and pupae to examine H3K27me3 epigenome profiles during development. Surprisingly, despite the fact that H3K27me3 levels increased with age, H3K27me3 peak profiles in the aging adult remained largely unchanged (Figure 1A). In a sharp contrast, H3K27me3 signals during developmental stages showed dramatic gain or loss (Figure 1B). This evidence highlights a distinct, yet unknown mechanism of H3K27me3 modification that occurs during aging.

**Figure 1.**
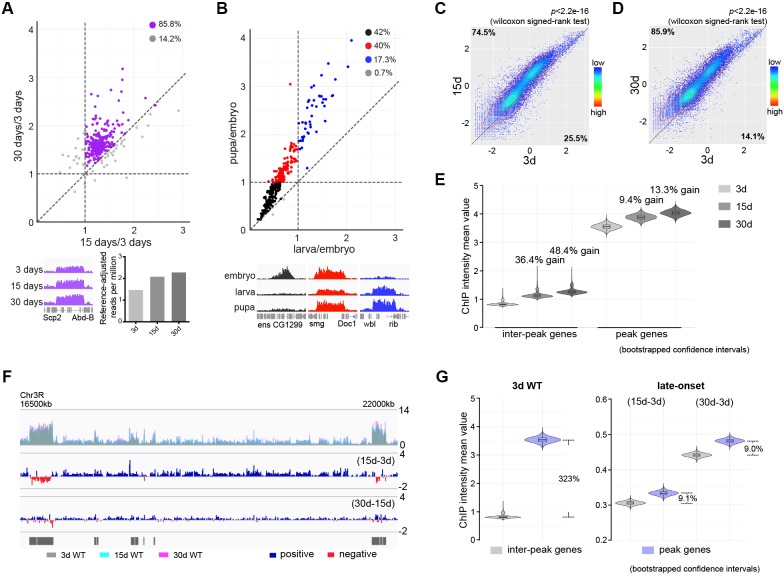
Adult-onset fidelity loss results in epigenetic drift of H3K27me3. (**A**) H3K27me3 peak profiles are comparable between young and aged animals. A scatter plot (top panel) of 331 peaks and a genome browser mini-view (bottom, left panel) illustrated that H3K27me3 had comparable peak profiles between young and aged animals. Peaks were identified from four biological replicates of 3d and 30d male flies using Homer. Data plotted are mean values of peak region at 15d (X-axis) or 30d (Y-axis) as compared to 3d. Each dot on the plot represents a peak locus. For quantitative comparison, the dm6 mapped reads were normalized to a scale factor using deeptools function bamCoverage (see Materials and methods for further details). Majority of peak regions were well maintained during aging (purple). Bar chart (bottom, right panel) showed that the number of Reference-adjusted Reads Per Million (RRPM) using ChIP-Rx datasets, exhibiting a progressive increase of H3K27me3 level with age. ChIP-seq was from muscle tissues of 3-, 15-, and 30d-old male flies. Genotype: 5905. (**B**) H3K27me3 modification undergoes dramatic gain or loss during development. A scatter plot (top panel) of 300 peaks showed dynamic changes of H3K27me3 signals during embryo, larvae, and pupae. Peaks were identified from two biological replicates of three developmental stages. Data plotted are mean values of peak region at larva (X-axis) or pupa (Y-axis) as compared to embryo. Each dot on the plot represents a peak locus. A scale factor normalized dm6 mapped reads were used to generate the mean value of each peak. Method same as (**A**). As illustrated by the genome browser mini-view for select genes (bottom panel), H3K27me3 modification was either embryo-specific (black) or selectively decreased in larvae (red), or progressively increased from embryo, larvae to pupae (blue). ChIP-seq was from whole embryo, larvae, and pupae. Genotype as in (**A**). (**C**) and (**D**) H3K27me3 modification increases with age. Scatter plot showed H3K27me3 levels for protein-coding genes (transcriptional start site to transcriptional termination sites as annotated in dm6) of in 3d as compared to 15d (**C**) and 30d (**D**). (wilcoxon signed-rank test, p<2.2e-16). The dm6 mapped reads were normalized to a scale factor to compare the relative H3K27me3 level quantitatively. Each dot on the plot represents a single gene locus. X- and Y-axis represented log2 mean value of gene’s reference-adjusted reads. Contour lines indicated that H3K27me3 signals were higher in aged flies compared to 3d-old flies. ChIP-seq and genotype as in (**A**). (**E**) Inter-peak genes receive relatively more H3K27me3 modification during aging. We used bootstrapping to generate the mean reference-adjusted ChIP intensity of peak genes or inter-peak genes (10,000 draws with replacement of n = 500). Violin plots represent the bootstrapped mean H3K27me3 level of inter-peak genes (left) and peak genes (right) at 3d, 15d, and 30d. In aging flies, inter-peak genes gained relatively more signal (15d: 36.4%, 30d: 48.4%) than peak genes (15d: 9.4%, 30d: 13.3%). Net gain of H3K27me3 signals during aging was calculated by a subtraction of the mean signal intensity between aged and 3d. Bootstrapped 95% confidence intervals: 3d inter-peak genes: [0.758, 1.017]; 15d inter-peak genes: [1.023, 1.401]; 30d inter-peak genes: [1.149, 1.562]; 3d peak genes: [3.349, 3.739]; 15d peak genes: [3.681, 4.075]; 30d peak genes: [3.817, 4.230]. ChIP-seq and genotype as in (**A**). (**F**) H3K27me3 modification during aging has reduced selectivity. Genome browser view of a 5.5 Mb region in the chromosome 3R was shown. H3K27me3 occupancy overlaid between 3d (grey), 15d (cyan), and 30d (pink) (top panel). H3K27me3 modification during aging was shown by deducting 3d signals from those at 15d (middle panel) and by deducting 15d signals from those at 30d of age (bottom panel). The increased modifications had no direct correlation with pre-existing peaks. Black boxes and lines represented peak regions, corresponding to their chromosomal locations. ChIP-seq and genotype as in (**A**). (**G**) Violin plots indicate that signals are highly preferential at the peak regions at 3d (left, about 323% more signal compared to inter-peak), but for signals gained during aging, selectivity is dramatically reduced (right, only about 9% more signal acquired by peak than inter-peak). Method same as (**E**). The proportion of more signals in peak genes was computed by a subtraction of the mean signal intensity between peak genes and inter-peak genes. Bootstrapped 95% confidence intervals: 3d inter-peak genes: [0.758, 1.017]; 3d peak genes: [3.349, 3.739]; late-onset (15d-3d) inter-peak genes: [0.295, 0.315]; (15d-3d) peak genes: [0.320, 0.345]; (30d-3d) inter-peak genes: [0.430, 0.452]; (30d-3d) peak genes: [0.468, 0.493]. ChIP-seq and genotype as in (**A**).

**Figure 1—figure supplement 1.**
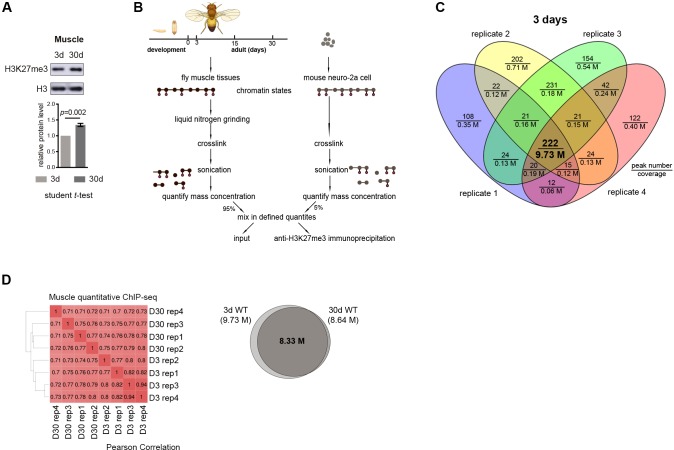
Global occupancy of H3K27me3 modification is preserved with age. (**A**) Western blot (top) and quantification (bottom) show an increase of H3K27me3 with age in muscle tissues. (mean ±SD of three biological repeats; student *t*-test). Genotype: 5905. (**B**) Quantitative ChIP-Rx protocol. A fixed amount of the mouse epigenome was introduced as the spike-in reference, thereby allowing quantitative and comparative assessment of the fly epigenomes. (**C**) Venn diagram shows the number of overlapped H3K27me3 enriched peaks and shared bases in peak regions from four replicates. ChIP-seq was from muscle tissues of 3d-old male flies. Genotype as in (**A**). (**D**) The distribution of H3K27me3 in genome is preserved in muscle tissues with age. Cistrome correlation tools were used to generate the heatmap according to pair-wise correlation coefficients. Pair-wise Pearson correlations (left panel) of genome-wide H3K27me3 levels were calculated at windows of 1Kbps. Venn diagram (right panel) shows the number of shared regions in H3K27me3 enriched regions between 3d and 30d WT flies. Peak region reproducibly identified by four replicates were used to generate the Venn diagram. ChIP-seq was from muscle tissues of 3d- and 30d-old male flies. Genotype as in (**A**).

To define the landscape of aging epigenome, we divided distribution of H3K27me3 into peak regions (IP/input ≥ 2 and signal spanning ≥3 kb) and inter-peak regions. Analysis in 3d WT revealed 222 peak regions reproducibly identified from a total of four replicates, which covered approximately 9.73 Mbp of the genome (Figure 1—figure supplement 1C, Supplementary file 1). Analysis of global occupancy of H3K27me3 between young and aged WT exhibited comparable patterns (pair-wise Pearson correlation coefficients ≥ 0.70) (Figure 1—figure supplement 1D), demonstrating that the genome-wide distributions of H3K27me3, particularly the peak regions, are maintained in aged WT.

We next analyzed signal intensity of individual genes using reference-adjusted read counts. Scatter plots demonstrated that H3K27me3 signals in WT clearly had an adult-onset, progressive increase (Figure 1C and D). To further characterize H3K27me3 dynamics, we sorted individual genes into peak genes (1141 genes) according to the peak regions and genes therein covered (see Supplementary file 1 for peak regions and included genes) or inter-peak genes (16370 genes). In aging WT flies, despite a genome-wide increase, we noted that inter-peak genes gained relatively more signals than those of peak genes (Figure 1E). To quantify the H3K27me3 marks gained specifically during aging, we subtracted the signals of 3d from those of older age points. Genome browser views illustrated that subtracted signals propagated along the chromosome, showing no direct correlation with pre-existing peaks (Figure 1F). We then extended this analysis to the entire epigenome. Modification in flies that were 3d old was predominantly biased at the peaks, with approximately 323% more signals as compared to the inter-peaks (Figure 1G). In contrast, the signals acquired during aging were only about 9% more at the peaks than those at the inter-peaks (Figure 1G), suggesting that there was a dramatic shift in the pattern of H3K27me3 modification in aging. Altogether, analysis of H3K27me3 aging dynamics implicates a strong selection on peak regions compared to inter-peak regions when animals are young; however, adult-onset modification of H3K27me3 becomes less biased at the peak regions.

### A CRISPR/Cas9 deficiency screen identifies the role of PRCs in aging

Given that above study indicated a new feature of H3K27me3 dynamics at the epigenome level during adult lifespan, we further explored the roles of epigenetic pathways in the aging process via an unbiased deficiency-based genetic screen. Using CRISPR/Cas9 mutagenesis (Ren et al., 2013), we systematically generated site-specific deletion mutants of 24 key regulators involved in distinct epigenetic and chromatin modifications in the same homogenous genetic background (Supplementary file 2). Since the effects of epigenetic genes are usually dose-dependent, we analyzed adult survival using heterozygous mutants. Lifespan analysis demonstrated that whereas majority of mutants showed mild or no effect, animals deficient in PRCs, including *esc*, *E(z)*, *Pcl*, *Su(z)12* of PRC2 and *Psc* and *Su(z)2* of PRC1, lived substantially longer (Figure 2A, Figure 2—figure supplement 1A, Supplementary file 2). Roles of select PRC2 factors have been previously implicated in *Drosophila* lifespan regulation (Siebold et al., 2010), although the underlying mechanism remains to be addressed. In addition, it was still possible that life-extension might be due to manipulations of individual genes, but not linked to the epigenetic change of H3K27me3. We further examined pairwise combinations of PRC2 double mutants in trans-heterozygosity. Remarkably, double mutants demonstrated more striking effects on H3K27me3-reduction and life-extension (Figure 2B, Figure 2—figure supplement 1B). Identification of multiple components of PRC2 and PRC1 in the screen is interesting, suggesting the involvement of the epigenetic changes regulated by these two complexes in animal lifespan.

**Figure 2.**
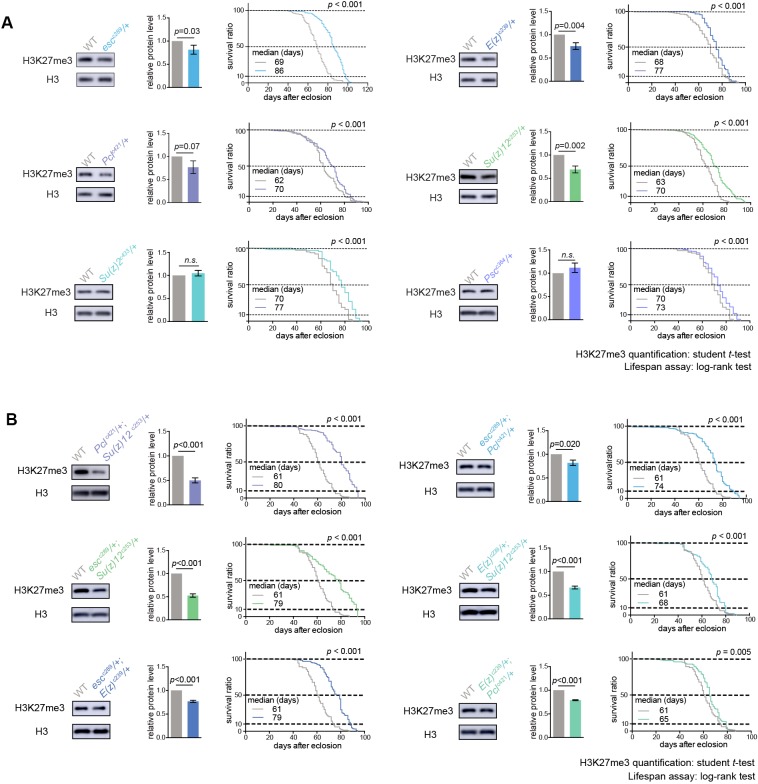
PRCs-deficient animals have extended lifespan. (**A**) PRCs-deficient animals have extended lifespan. H3K27me3 western blot (left), H3K27me3 quantification (middle), and lifespan curve (right) for PRC single mutants. PRC2 heterozygous mutants of indicated genotype reduce H3K27me3 levels and extend lifespan; PRC1 heterozygous mutants of indicated genotype extend lifespan without changing H3K27me3 levels. To name new mutant, a superscript amended to the gene contained a letter c denoting CRISPR/Cas9 method followed by the size of genomic deletion. All mutants have been backcrossed with WT for five times to ensure a uniform genetic background. See also Figure 2—figure supplement 1A. Western blot was from head tissues of 3d-old male flies. (for H3K27me3 quantification: mean ±SD of three biological repeats; student *t*-test; for lifespan assay: 25°C; n ≥ 200 per genotype for curve; log-rank test). (**B**) Pair-wise combination of PRC2 trans-heterozygous double mutants of indicated genotype results in stronger effects in H3K27me3-reduction and life-extension. See also Figure 2—figure supplement 1B. Western blot was from head tissues of 3d-old male flies. (for H3K27me3 quantification: mean ±SD of three biological repeats; student *t*-test; for lifespan assay: 25°C; n ≥ 200 per genotype for curve; log-rank test).

**Figure 2—figure supplement 1.**
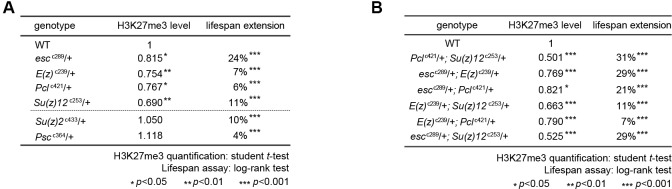
PRCs-deficient animals have extended lifespan. (**A**) PRCs-deficient animals have extended lifespan. PRC2 heterozygous mutants of indicated genotype reduce H3K27me3 levels and extend lifespan (top of the dashed line); PRC1 heterozygous mutants of indicated genotype extend lifespan without changing H3K27me3 levels (bottom of the dashed line). See also Figure 2A. Western blot was from head tissues of 3d-old male flies. (for H3K27me3 quantification: mean ±SD of three biological repeats; student *t*-test, *p<0.05, **p<0.01, ***p<0.001; for lifespan assay: 25°C; n ≥ 200 per genotype for curve; log-rank test, ***p<0.001). (**B**) Pair-wise combination of PRC2 trans-heterozygous double mutants of indicated genotype results in stronger effects in H3K27me3-reduction and life-extension. See also Figure 2B. Western blot was from head tissues of 3d-old male flies. (for H3K27me3 quantification: mean ±SD of three biological repeats; student *t*-test, *p<0.05, **p<0.01, ***p<0.001; for lifespan assay: 25°C; n ≥ 200 per genotype for curve; log-rank test, ***p<0.001).

### Long-lived PRC2 mutants diminish the epigenetic drift of H3K27me3 during aging

We then investigated whether the age-delaying effect of PRCs-deficiency might be due to its ability to modulate H3K27me3 dynamics with age. Using muscle tissues, we examined the modification of H3K27me3 in young (3d) and aged (30d) mutants with their age-matched WT controls. For this and subsequent experiments, we studied the PRC2 deficiency using *Pcl*^c421^ *Su(z)12*^c253^ trans-heterozygote double mutants, which gave rise to the strongest effect in H3K27me3-reduction and life-extension. Of note, western blot analysis showed that only H3K27me2/3 were selectively reduced in PRC2 mutants, while other histone markings remained unchanged (Figure 3—figure supplement 1A). Interestingly, global occupancy of H3K27me3 between WT and age-matched PRC2 mutants was preserved, as demonstrated by the comparable patterns of peak profiles and genes known to be H3K27me3-modified (pair-wise Pearson correlation coefficients ≥ 0.77) (Figure 3A, Figure 3—figure supplement 1B and C), although we cannot rule out the possibility that certain H3K27me3 targets might be altered. H3K27me3 signals in WT were generally higher than those in mutants (Figure 3B, see Figure 3—figure supplement 1D for *esc*^c289^ *E(z)*^c239^). In PRC2 mutants at 3d where H3K27me3 bulk levels were substantially decreased, interestingly, the signals became more likely to coalesce into the peak regions (Figure 3C, see Figure 3—figure supplement 1E for *esc*^c289^ *E(z)*^c239^). Given limited H3K27me3 repertoire in the mutants, this shift might be critical for the establishment of the peaks. In aging PRC2 mutants, adult-onset modification was less biased or even decreased at the peaks (Figure 3D, see Figure 3—figure supplement 1F for *esc*^c289^ *E(z)*^c239^). More strikingly, age-associated shift in H3K27me3 modification that occurred in WT was now dampened in mutants (Figure 3E, see Figure 3—figure supplement 1G for *esc*^c289^ *E(z)*^c239^). This evidence potentially indicates that PRC2-mutation mitigates the drifting of H3K27me3 that occurs during natural aging.

**Figure 3.**
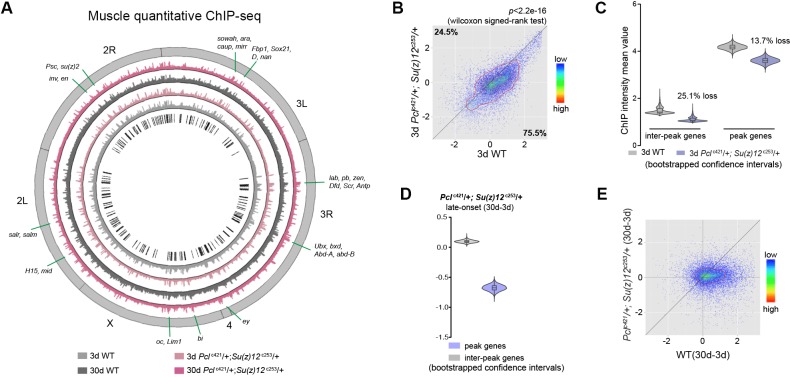
Long-lived PRC2 mutants diminish the epigenetic drift of H3K27me3 during aging. (**A**) Circos plot of the H3K27me3 epigenome illustrates peak profiles that are highly preserved with age and in PRC2 mutants. Black boxes and lines (innermost circle) represented common peak regions, corresponding to their chromosomal locations. Chromosome ideogram was in grey (outermost ring). PRC2 target genes previously found in cells and during development were shown next to their epigenomic loci. ChIP-seq was from muscle tissues of 3d- and 30d-old male flies. Genotypes: WT: 5905 and *Pcl*^c421^/+; *Su(z)12* ^c253^/+. (**B**) H3K27me3 modification decreases in PRC2 mutants. Scatter plot showed H3K27me3 levels for gene bodies of all protein-coding genes in *Pcl*^c421^; *Su(z)12*^c253^ as compared to WT. (wilcoxon signed-rank test, p<2.2e-16). Each dot on the plot represents a single gene locus. X- and Y-axis represented log2 mean value of genes’ reference-adjusted reads. Contour lines indicated that H3K27me3 signals were generally higher in WT compared to mutants. ChIP-seq was from muscle tissues of 3d-old male flies. Genotypes as in (**A**). (**C**) Inter-peak genes receive relatively less H3K27me3 modification in PRC2 mutants. In PRC2 mutant, inter-peak genes received relatively less signal (25.1%) than those of peak genes (13.7%). Reduction of signals was calculated by a subtraction of the mean signal intensity between WT and PRC2 mutants. Bootstrapped 95% confidence intervals: 3d inter-peak genes: [1.317, 1.861]; 3d *Pcl*^c421^; *Su(z)12*^c253^ inter-peak genes: [0.944, 1.361]; 3d peak genes: [3.946, 4.414]; 3d *Pcl^421^; Su(z)12^253^* peak genes: [3.364, 3.861]. ChIP-seq and genotypes as in (**A**). (**D**) Modification of H3K27me3 during aging has reduced selectivity in PRC2 mutants. Bootstrapped 95% confidence intervals: *Pcl^421^; Su(z)12^253^* late-onset inter-peak genes: [0.053, 0.147]; *Pcl^421^; Su(z)12^253^* late-onset peak genes: [−0.778,–0.578]. ChIP-seq was from muscle tissues of 3d and 30d old male flies. Genotypes: *Pcl*^c421^/+; *Su(z)12* ^c253^/+. (**E**) Age-associated drifting of H3K27me3 is dampened in PRC2 mutants. Scatter plot showed gained H3K27me3 signal for all protein-coding genes in aged *Pcl*^c421^; *Su(z)12*^c253^ and WT flies compared to young flies. Each dot on the plot represents a single gene locus. X- and Y-axis represented signal intensity transformed by Log2. Contour lines indicated that the majority of the gene signals displayed higher levels—thus more rapid changes—in aged WT compared to mutants. ChIP-seq and genotypes as in (**A**).

**Figure 3—figure supplement 1.**
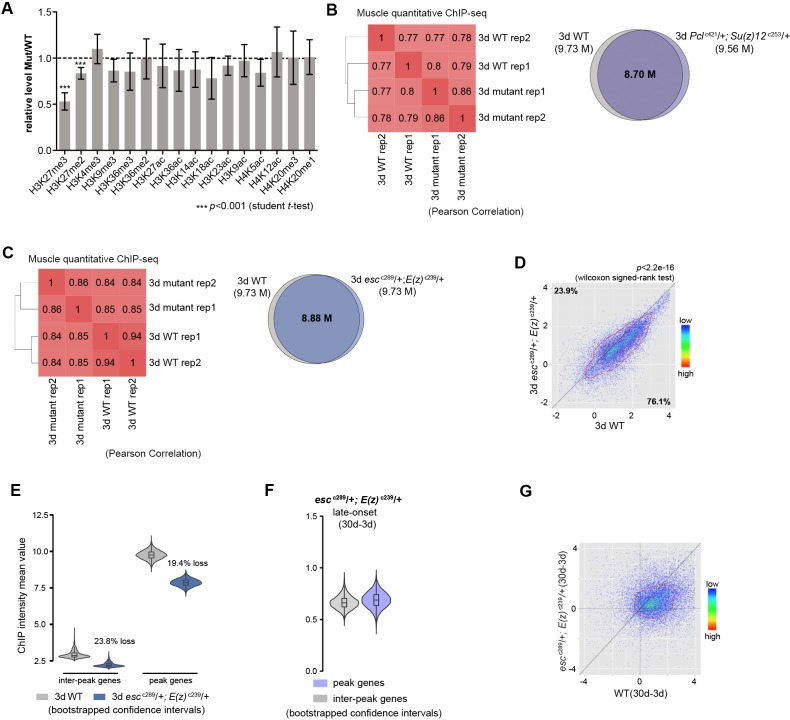
Long-lived PRC2 mutants diminish the epigenetic drift of H3K27me3 during aging. (**A**) Relative quantification of different histone marks between WT and PRC2 mutants. Only H3K27me2/3 were selectively reduced in PRC2 mutants. Western blot was from head tissues of 3d-old male flies. (for H3K27me3 quantification: mean ±SD of three biological repeats; student *t*-test, *p<0.05, **p<0.01, ***p<0.001). Genotypes: WT: 5905. Mut: *Pcl*^c421^/+; *Su(z)12* ^c253^/+. (**B**) and (**C**) The modification of H3K27me3 is preserved in muscle tissue between WT and PRC2 mutant. Venn diagram shows the number of shared regions in H3K27me3 enriched regions between WT and PRC2 mutant. Peak region reproducibly identified by two replicates were used to generate the venn diagram. Method as in Figure 1—figure supplement 1D. ChIP-seq was from muscle tissues of 3d-old male flies. Genotypes: WT: 5905. *Pcl*^c421^/+; *Su(z)12* ^c253^/+. *esc*^c289^/+; *E(z)*^c239^/+. (**D**) H3K27me3 modification decreases in PRC2 mutants. Scatter plot showed H3K27me3 levels for all protein-coding genes in *esc*^c289^; *E(z)*^c239^ as compared to WT. (wilcoxon signed-rank test, p<2.2e-16). Each dot on the plot represents a single gene locus. X- and Y-axis represented log2 mean value of genes’ reference-adjusted reads. Contour lines indicated that H3K27me3 signals were higher in WT compared to mutants. ChIP-seq was from muscle tissues of 3d-old male flies. Genotypes: WT: 5905. *esc*^c289^/+; *E(z)*^c239^/+. (**E**) Inter-peak genes receive relatively less H3K27me3 modification in PRC2 mutants. In PRC2 mutant, inter-peak genes received relatively less signal (23.8%) than those of peak genes (19.4%). We used bootstrapping to generate the mean reference-adjusted ChIP intensity of peak genes or inter-peak genes (10,000 draws with replacement of n = 500). Bootstrapped 95% confidence intervals: WT inter-peak genes: [2.626, 3.601]; *esc^289^; E(z)^239^* inter-peak genes: [2.029, 2.627]; WT peak genes: [9.161, 10.367]; *esc^289^; E(z)^239^* inter-peak genes: [7.363, 8.355]. ChIP-seq and genotypes as in (**D**). (**F**) Modification of H3K27me3 during aging has reduced selectivity in PRC2 mutants. Bootstrapped 95% confidence intervals: *esc^289^; E(z)^239^* late-onset inter-peak genes: [0.551, 0.804]; *esc^289^; E(z)^239^* late-onset peak genes: [0.532, 0.845]. ChIP-seq was from muscle tissues of 3d and 30d old male flies. Genotypes as in (**D**). (**G**) Age-associated drifting of H3K27me3 is dampened in PRC2 mutants. Contour lines indicated that the majority of the gene signals displayed higher levels—thus more rapid changes—in aged WT compared to mutants. ChIP-seq and genotypes as in (**C**).

To extend this analysis beyond muscle tissues, we further profiled H3K27me3 using dissected heads of *Pcl*^c421^ *Su(z)12*^c253^ mutants and their age-matched WT controls. Similarly, our data shows that H3K27me3 in heads has age-associated increase and drift during normal aging in WT animals, and that this shift can be partially diminished by PRC2-mutation (Figure 4, Figure 4—figure supplement 1).

**Figure 4.**
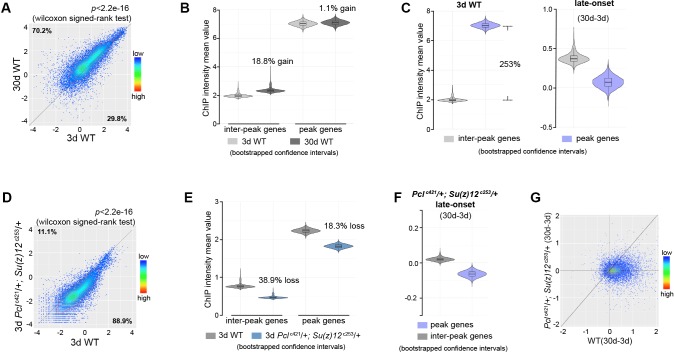
Epigenetic drifting of H3K27me3 occurs with age in head. (**A**) H3K27me3 modification increases with age in head. Scatter plot showed H3K27me3 levels for protein-coding genes (transcriptional start site to transcriptional termination sites as annotated in dm6) of in 3d as compared to 30d. (wilcoxon signed-rank test, p<2.2e-16). The dm6 mapped reads were normalized to a scale factor to quantitatively compare the relative H3K27me3 level. Each dot on the plot represents a single gene locus. X- and Y-axis represented log2 mean value of gene’s reference-adjusted reads. Contour lines indicated that H3K27me3 signals were generally higher in aged compared to 3d-old flies. ChIP-seq was from head tissues of 3d- and 30d-old male flies. Genotype: 5905. (**B**) Inter-peak genes receive relatively more H3K27me3 modification during aging. We used bootstrapping to generate the mean reference-adjusted ChIP intensity of peak genes or inter-peak genes (10,000 draws with replacement of n = 500). Violin plots represent the bootstrapped mean H3K27me3 level of inter-peak genes (left) and peak genes (right) at 3d and 30d. In aging flies, inter-peak genes gained relatively more signal (30d: 18.8%) than peak genes (30d: 1.1%). Net gain of H3K27me3 signals during aging was calculated by a subtraction of the mean signal intensity between aged and 3d. Bootstrapped 95% confidence intervals: 3d inter-peak genes: [1.907, 2.027]; 30d inter-peak genes: [2.263, 2.402]; 3d peak genes: [6.912, 7.146]; 30d peak genes: [6.985, 7.217]. ChIP-seq and genotype as in (**A**). (**C**) Violin plots indicate that signals are highly preferential at the peak regions at 3d (left), but for signals gained during aging, selectivity is dramatically reduced (right). Statistics analysis as in (**B**). Bootstrapped 95% confidence intervals: 3d inter-peak genes: [1.907, 2.027]; 3d peak genes: [6.912, 7.146]; late-onset (30d-3d) inter-peak genes: [0.2756, 0.505]; (30d-3d) peak genes: [−0.136,0.248]. ChIP-seq and genotype as in (**A**). (**D**) H3K27me3 modification decreases in PRC2 mutants. Scatter plot showed H3K27me3 levels for gene bodies of all protein-coding genes in *Pcl*^c421^; *Su(z)12*^c253^ as compared to WT. (wilcoxon signed-rank test, p<2.2e-16). Each dot on the plot represents a single gene locus. X- and Y-axis represented log2 mean value of gene’s reference-adjusted reads. Contour lines indicated that H3K27me3 signals were generally higher in WT compared to mutants. ChIP-seq was from head tissues of 3d-old male flies. Genotypes: WT: 5905 and *Pcl*^c421^/+; *Su(z)12* ^c253^/+. (**E**) Inter-peak genes receive relatively less H3K27me3 modification in PRC2 mutants. In PRC2 mutant, inter-peak genes received relatively less signal (38.9%) than those of peak genes (18.3%). Statistics analysis as in (**B**). Bootstrapped 95% confidence intervals: 30d WT inter-peak genes: [0.737, 0.783]; 30d *Pcl*^c421^; *Su(z)12*^c253^ inter-peak genes: [0.4498, 0.4787]; 30d WT peak genes: [2.193, 2.268]; 30d *Pcl^421^; Su(z)12^253^* peak genes: [1.787, 1.858]. ChIP-seq and genotypes as in (**D**). (**F**) Modification of H3K27me3 during aging has reduced selectivity in PRC2 mutants. Statistics analysis as in (**B**). Bootstrapped 95% confidence intervals: *Pcl^421^; Su(z)12^253^* late-onset inter-peak genes: [0.0126, 0.026]; *Pcl^421^; Su(z)12^253^* late-onset peak genes: [−0.076,–0.052]. ChIP-seq was from head tissues of 3d and 30d old male flies. Genotypes: *Pcl*^c421^/+; *Su(z)12* ^c253^/+. (**G**) Age-associated drifting of H3K27me3 is dampened in PRC2 mutants. Scatter plot showed gained H3K27me3 signal for all protein-coding genes in aged *Pcl*^c421^; *Su(z)12*^c253^ and WT flies compared to young flies. Each dot on the plot represents a single gene locus. X- and Y-axis represented signal intensity. Contour lines indicated that the majority of the gene signals displayed higher levels—thus more rapid changes—in aged WT compared to mutants. ChIP-seq was from head tissues of 3d and 30d-old male flies. Genotypes: WT: 5905 and *Pcl*^c421^/+; *Su(z)12* ^c253^/+.

**Figure 4—figure supplement 1.**
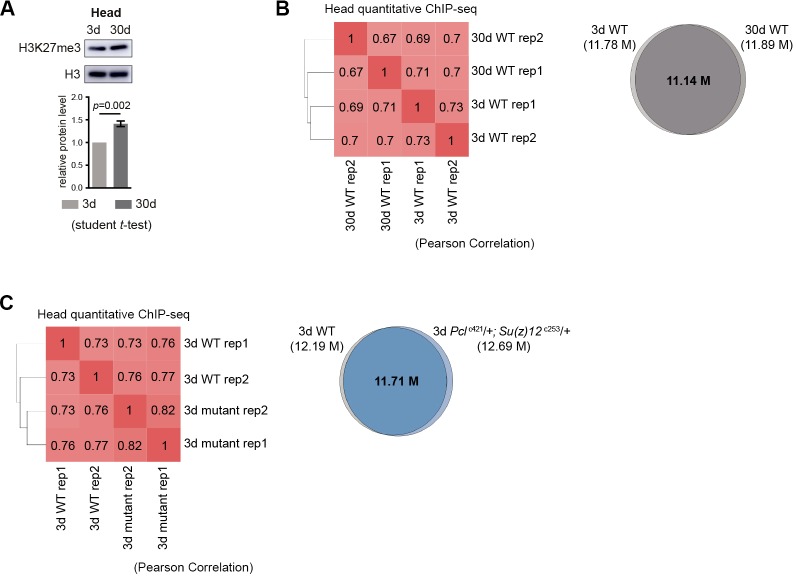
Global occupancy of H3K27me3 modification in head tissues with age and in PRC2-deficiency. (**A**) Western blot (top) and quantification (bottom) show an increase of H3K27me3 with age in head tissues. (mean ±SD of three biological repeats; student *t*-test). Genotype: 5905. (**B**) The distribution of H3K27me3 in genome is preserved in head tissues with age. Cistrome correlation tools were used to generate the heatmap according to pair-wise correlation coefficients. Pair-wise Pearson correlations (left panel) of genome-wide H3K27me3 levels were calculated at windows of 1Kbps. Venn diagram (right panel) shows the number of shared regions in H3K27me3 enriched regions between 3d and 30d WT flies. Peak region reproducibly identified by two replicates were used to generate the Venn diagram. ChIP-seq was from head tissues of 3d- and 30d-old male flies. Genotypes: WT: 5905. (**C**) The distribution of H3K27me3 in genome is maintained in head tissue between WT and PRC2 mutant. Statistic analysis as in (**B**). ChIP-seq was from head tissues of 3d-old male flies. Genotypes: WT: 5905 and *Pcl*^c421^/+; *Su(z)12* ^c253^/+.

### Transcriptomics links H3K27me3 dynamics to the regulation of glycolytic genes

Since biological activities of histone modification often link chromatin accessibility to gene expression (Kouzarides, 2007), we speculated that alterations in the levels of H3K27me3, a repressive epigenetic mark in transcription, could impact the transcriptome. We asked whether transcriptional change of particular genes might account for PRC2-dependent life-extension. 

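Polyadenylated RNA from dissected muscle and from heads of male flies was sequenced in 60 libraries, 3 for each of 20 groups. The flies were 30d old, apart from a group of WT muscle at 3d. The mutants were heterozygous for a mutation of *esc*, *E(z)*, *Pcl* or *Su(z)12*, or for both mutations in the double mutants *esc E(z)* and *Pcl Su(z)12*, and muscle of flies mutant for *p55* was sequenced as well. These genes encode subunits of PRC2. The authors aligned the reads to dm6 with STAR, counted them on genes with HTSeq without regard to strand, and compared the 2 groups of each of 14 comparisons by DESeq. Each deposited table lists 17023 genes with the mean normalized count of each group, their ratio and a p-value. Normalized counts are read counts divided by a size factor for each library. Because the tables hold group means, no spread between the 3 replicates is given here, and the p-values of single genes are the authors'. From the tables, the log2 fold change was recomputed as the ratio of the group means, and the p-values were adjusted by the Benjamini-Hochberg method over all genes with a p-value. A gene was called changed at an unadjusted p-value under 0.05, the threshold that the paper states. The normalized counts summed to between 4455811 and 11591935 in the 11 groups of muscle, with a median of 4570103, and to between 4842591 and 7683336 in the 9 groups of heads, with a median of 4986918. The size factors, read from genes with a single read in a group, ranged from 0.727 to 1.545. Within a group, the size factor of the deepest library was at most 1.71 times that of the shallowest. In muscle, 1 set of WT libraries served as the control of the 4 single mutants and of *p55*, and in heads 1 set served the 4 single mutants. The double mutants had other controls, and the 30d control of *Pcl Su(z)12* in muscle was also the 30d group of the age comparison. Sharing was read from identical group means in the tables, because the labels of some muscle controls name different tables in their titles and descriptions. The comparisons therefore fall into sets with different control libraries. The counts of near-identical copies, such as *Gapdh1* and *Gapdh2* or *AttA* and *AttB*, could be affected by reads that match both. Reads on genes that overlap on opposite strands could not be assigned by strand. The mutated genes were examined first. In the authors' deposited tables for muscle, the mean normalized count of *esc* was 7.05 in *esc* mutants and 22.2 in WT, a log2 fold change of -1.65 (adjusted p = 0.00904, from the authors' DESeq p-values with Benjamini-Hochberg adjustment). In *esc E(z)*, *esc* was at 11.2 against 25.6 (log2 -1.19, adjusted p = 0.0521 by the authors' test). The gene *p55* fell by 0.71 on the log2 scale in *p55* mutants (adjusted p = 0.0016 by the same test of the authors). A change in the mutated gene's own transcript was not detectable in *E(z)* (log2 -0.14), *Pcl* (-0.09) or *Su(z)12* (-0.16) mutants, with unadjusted p-values of 0.399, 0.752 and 0.302 from the authors' DESeq test.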

Using muscle tissues, we generated RNA-seq datasets for polyA-selected mRNAs. Analysis of individual PRC2 mutants resulted in several hundreds of upregulated genes, most of which were those at the inter-peak regions (Figure 5—figure supplement 1A). On the other hand, analysis of 63 genes with known effects on aging, including genes in insulin/IGF-1, mTOR pathways, etc., revealed no consistent changes in the expression in PRC2 mutants (Supplementary file 3), thus excluding them from being the major contributors in mediating PRC2-dependent longevity. 

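In the authors' deposited tables for muscle, 590 genes were up and 582 down in *esc*, 434 up and 555 down in *E(z)*, 442 up and 464 down in *Pcl*, and 704 up and 683 down in *Su(z)12*, of the 12765 to 13028 genes tested per mutant. The threshold on p moved these counts the most in *esc*, *E(z)* and *Pcl*, and in *Su(z)12* a minimum change of 1.5-fold did, to 219 up and 234 down. With adjusted p-values recomputed by the Benjamini-Hochberg method from the authors' DESeq p-values, 150, 93, 88 and 235 genes were up in *esc*, *E(z)*, *Pcl* and *Su(z)12*, and 157, 122, 50 and 235 were down. Among the genes with an adjusted p-value under 0.05 and a mean of at least 50 normalized counts, the largest rise was that of *TpnC4* in *esc* (FBgn0033027, log2 2.74) and in *Su(z)12* (log2 2.71), of *phr* in *E(z)* (FBgn0003082, log2 2.00) and of *AttA* in *Pcl* (FBgn0012042, log2 3.07). The largest falls were those of *CG31832* in *esc* (125.9 to 15.7 normalized counts), *Cyp6a17* in *E(z)* (log2 -2.42), *CG11893* in *Pcl* (log2 -2.17) and *Cyp4p2* in *Su(z)12* (log2 -3.29). *AttA* has a near-identical copy, *AttB*, and *TpnC4*, *phr*, *CG31832* and *Cyp4p2* each overlap another gene. The mean of *TpnC4* was 54.1 in the WT group of the single mutants. It was 217.3 in the control of *esc E(z)* and 320.3 in that of *Pcl Su(z)12*, which were scaled separately. A low value in the shared control could therefore account for part of its rise. Against the other controls *TpnC4* rose less, by a log2 of 1.24 in *esc E(z)* and 1.09 in *Pcl Su(z)12*. Supplementary file 1 lists 222 peak regions of H3K27me3 on dm6, which cover 9726427 bp. Of the 16647 genes of the tables that have a position in the BDGP6 annotation, 924 overlapped a peak region by at least 1 bp. The paper counts 1141 peak genes, so the set tested here is shorter than its own. Peak genes made up 15 of the 577 genes with a position that were up in *esc*, 15 of 420 in *E(z)*, 21 of 430 in *Pcl* and 21 of 691 in *Su(z)12*. For *esc*, the share was 2.6% among the genes up against 4.8% of all tested genes (two-sided Fisher's exact test, p = 0.00929, 0.0372 after Benjamini-Hochberg adjustment over the 4 mutants). For *Su(z)12*, it was 3.0% against 4.9% (p = 0.0225, adjusted 0.045, by Fisher's exact test). *E(z)* and *Pcl* were not detectably different from all tested genes by Fisher's exact test (p = 0.248 and 0.909, adjusted 0.331 and 0.909). When only genes with a mean of at least 10 normalized counts were kept, Fisher's exact test gave p = 0.109 in *esc* and 0.292 in *Su(z)12*.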

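Of the 63 genes that Supplementary file 3 lists, 10 were changed in muscle of *esc*, 8 in *E(z)*, 7 in *Pcl*, 13 in *Su(z)12*, 7 in *esc E(z)* and 5 in *Pcl Su(z)12*, by the authors' deposited p-values. Each count was compared with the share of changed genes among all other tested genes. The two-sided Fisher's exact test gave p = 0.0747, 0.146, 0.21, 0.021, 0.494 and 0.811 for these mutants in the same order, and none was under 0.05 after Benjamini-Hochberg adjustment over the 6 mutants (the lowest was 0.126, for *Su(z)12*). With adjusted p-values over all genes tested, the counts of changed genes were 5, 3, 2, 5, 2 and 3, and adjusted over the list alone they were 5, 6, 2, 8, 2 and 3. By the unadjusted p-values, 39 of the 63 genes were changed in none of the 6 mutants, and 0 were up in one mutant and down in another. Changes in one direction in at least 4 of the 6 mutants were seen for 4 genes, and 0 genes reached 5 of 6. *Nmdmc*, which overlaps *Mst85C* and *Rel*, was down in the 4 single mutants (log2 -0.91 to -1.16) but not in *esc E(z)* (log2 -0.09) or *Pcl Su(z)12* (log2 -0.30). *Zw* was up in 4 mutants, and *Gnmt* and *Eip71CD* were down in 4. The log2 fold changes of *foxo* lay between -0.10 and 0.03.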

Interestingly, comparative transcriptomics converged on a common set of genes (Figure 5A, Supplementary file 3). 

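The lists of the 4 single mutants in muscle shared 46 genes that were up and 50 that were down, of 12340 genes tested in all 4. Because the 4 mutants were compared with the same WT libraries, some overlap arises without any effect of the mutations. In 1000 simulations of unchanged groups with a shared control, a mean of 9.4 genes was up and 9.4 down in all 4, with maxima of 24 and 20. When the simulated groups were called as often as each mutant was, which also counts true changes as chance, the means were 24.0 and 27.4 and the maxima 42 and 49. The observed counts were above all of these, though by little over the last maxima. The simulated calls were spread evenly over all tested genes. Of the observed genes, 45 of 46 and 49 of 50 were among the 8710 with a mean of at least 10 normalized counts. The same number of calls on fewer genes would overlap more, so the margins over 42 and 49 are not secure. In all 4 mutants, 6 genes were up and 5 down at a Benjamini-Hochberg adjusted p-value under 0.05. The double mutants, whose controls are other libraries, were not used to choose these genes. Of the 46 genes up, 39 were higher in both double mutants and 1 was lower in both, and of the 50 genes down, 43 were lower in both and 1 was higher in both. Calls in the same direction in the 4 single and the 2 double mutants remained for 16 genes up and 11 down. Among the common genes with an adjusted p-value under 0.05 in each of the 4 mutants, the largest median rise was that of *CG9153* (FBgn0035207, log2 1.17). Its neighbor *CG2469* (FBgn0035205) rose by a median log2 of 0.70 and overlaps other genes. The largest median fall was that of *CG11893* (FBgn0039316, log2 -1.73), followed by *Cyp6w1* (FBgn0033065, log2 -1.24).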

Gene ontology (GO) analysis revealed that the ‘glycolytic process’ and closely related pathways were highlighted for genes upregulated (Figure 5A), while the ‘oxidation-reduction process’ was enriched for genes downregulated (Figure 5A). 

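GO terms were not analysed here, and the 41 genes of glycolysis/gluconeogenesis that Supplementary file 4 takes from KEGG were used in their place. Of these, 9 were among the 46 genes up in all 4 single mutants, against 0.15 expected (one-sided Fisher's exact test against the genes tested in all 4, odds ratio 93.2, p = 1.94e-14). The 9 genes were *Ald*, *CG32444*, *Eno*, *Pfk*, *Pgi*, *Pglym78*, *Pgm*, *PyK* and *Tpi*. All 9 were also up in *p55* mutants, which share the control of the 4 single mutants. The paper gives a median lifespan of 70 days for *p55* mutants and their control alike, so these calls were not limited to long-lived mutants. Each of the 9 was also higher in both double mutants, and *Ald*, *Pfk*, *Pgi*, *Pgm* and *Tpi* were called up there too. *Pgm*, *Pglym78*, *Eno*, *Ald* and *CG32444* overlap another annotated gene, so their counts could be affected by reads in the shared stretch. At a Benjamini-Hochberg adjusted p-value under 0.05, 1 of the 6 genes up in all 4 mutants was on the list, which was *Pgi* (p = 0.0198 by the same Fisher's exact test). None of the 50 genes down was on the list, where 0.17 were expected. Among the genes down, the oxidoreductases of the cytochrome P450 family could be counted by their symbols. This count was chosen after the values were seen. Of 84 such genes tested, 3 were among the 50 genes down, *Cyp4p1*, *Cyp4p3* and *Cyp6w1*, against 0.34 expected (two-sided Fisher's exact test, odds ratio 9.62, p = 0.00474), and 1 was among the genes up (p = 0.27). *Cyp4p1* and *Cyp4p3* lie within 20 kb of each other.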

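The coordinated change of glycolytic genes was examined as the median log2 fold change of the 41 listed genes in each long-lived mutant. Correlations between single libraries were not analysed here. In muscle, the median was 0.26 in *esc*, 0.18 in *E(z)*, 0.14 in *Pcl*, 0.29 in *Su(z)12*, 0.22 in *esc E(z)* and 0.19 in *Pcl Su(z)12*. Each of these was higher than all 10000 random lists of 41 genes with similar mean counts, whose 97.5 percentile was 0.05 to 0.10. The percentile describes these libraries, since genes are not independent replicates. Between 30 and 35 of the 41 genes were higher than in WT in each mutant. By the authors' deposited p-values, 20 of the 41 were up in *esc*, 14 in *E(z)*, 11 in *Pcl*, 25 in *Su(z)12*, 16 in *esc E(z)* and 12 in *Pcl Su(z)12*, and 0 to 2 were down. With p-values adjusted over all genes tested, 14, 6, 1, 12, 3 and 3 were up in the same order, and adjusted over the list alone 15, 12, 7, 18, 13 and 9. Leaving out the genes that are also on another list of Supplementary file 4 moved the medians the most, and the largest shift was in *Pcl*, to 0.20. The WT groups differed from each other in the same genes. Relative to random lists, the control of the single mutants was lower by 0.12 on the log2 scale in the 41 genes than the control of *esc E(z)* (percentile 0.06), while against the control of *Pcl Su(z)12* it lay among the random lists (percentile 64.9). A difference of this size between groups of 1 genotype and age is close to the smallest of the changes in the mutants. A list of 25 structural muscle genes was chosen after the glycolysis result was seen. Its median also rose above random lists in *esc* (0.13) and *esc E(z)* (0.10), and was below them in *Su(z)12* (-0.05). In *E(z)*, *Pcl* and *Pcl Su(z)12* it was within them.

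**Figure D1:**
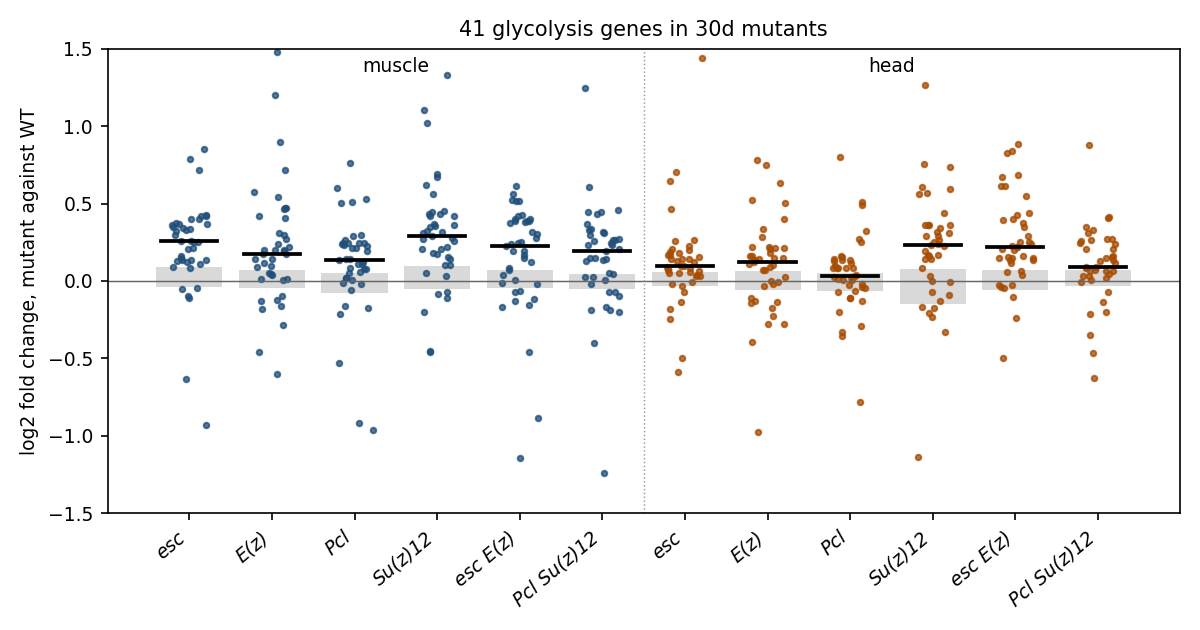
Log2 fold change against WT of the 41 listed genes (points) in each long-lived mutant, in muscle and heads, with the median of the list (black line) and the range from the 2.5 to the 97.5 percentile of the medians of 10000 random lists of similar mean counts (grey band). The medians lie above the band in each mutant except *Pcl* in heads, and 3 points lie outside the axis, which ends at 1.5 and -1.5.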

Using weighted gene co-expression network analysis (WGCNA) (Langfelder and Horvath, 2008), we determined the significance of highly correlated changes in the expression of glycolytic genes (Figure 5B). We then extended RNA-seq analysis to the heads, and further narrowed down to two glycolytic genes, *Tpi* and *Pgi*, whose expressions were upregulated in both tissue types across individual long-lived PRC2 mutants (Figure 5—figure supplement 1B and C, Supplementary file 4). 

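In heads, the authors' deposited tables list 61 genes up and 30 down in all 4 single mutants, of 12779 tested in all 4. Unchanged groups with a shared control gave means of 9.7 and 9.7 in the simulations, and groups called as often as the mutants gave 20.9 and 21.4, with maxima of 34 and 37. The 30 genes down did not exceed that last maximum. After Benjamini-Hochberg adjustment, 13 genes were up and 3 down in all 4. Of the 61 genes up, 40 were higher in both double mutants and 9 lower in both, and of the 30 genes down, 19 were lower in both and 3 higher in both, smaller shares than in muscle. The 41 glycolysis genes had a median log2 fold change of 0.10 in *esc*, 0.12 in *E(z)*, 0.24 in *Su(z)12*, 0.22 in *esc E(z)* and 0.09 in *Pcl Su(z)12*, at or above the 99.5 percentile of random lists. The median in *Pcl*, 0.03, was within the random lists (percentile 90.3), but above them at 0.09 when genes of another list were left out. In heads the structural muscle genes were also above random lists in *esc* (0.09), *esc E(z)* (0.09) and *Pcl Su(z)12* (0.09). They were within them in *E(z)* (0.05), *Pcl* (0.01) and *Su(z)12* (-0.03). More muscle RNA therefore stays open as a cause in heads of *esc* and *Pcl Su(z)12*, where both lists rose about equally. Calls in both tissues and in the same direction in all 6 mutants were found for 6 genes up, *CG42370*, *CG5773*, *CG9510*, *Obp57a*, *Pgi* and *Tpi*, and for 2 genes down, *CG33296* and *CG42260*. Among the 41 glycolysis genes, *Tpi* and *Pgi* were the genes up in all 4 single mutants in heads by the unadjusted p-values, and 0 were up in all 4 after adjustment. *Tpi* (FBgn0086355) lies on the minus strand of chromosome arm 3R of dm6 from 30132981 to 30134599, and *Pgi* (FBgn0003074) on the minus strand of 2R from 8910900 to 8914069. Neither overlaps another annotated gene or a peak region of Supplementary file 1. In muscle, the mean normalized count of *Tpi* was 1892 in the shared WT group and 2384, 2326, 2312 and 2792 in *esc*, *E(z)*, *Pcl* and *Su(z)12*, log2 fold changes of 0.33, 0.30, 0.29 and 0.56. It was 2250 against 3437 in *esc E(z)* (log2 0.61) and 2726 against 3707 in *Pcl Su(z)12* (log2 0.44). *Pgi* was at 4522 in the shared WT group and rose by a log2 of 0.36, 0.46, 0.30 and 0.43 in the 4 single mutants, by 0.38 in *esc E(z)* and by 0.23 in *Pcl Su(z)12*. In heads, the log2 fold changes ranged from 0.23 to 0.61 for *Tpi* and from 0.21 to 0.56 for *Pgi*. By the authors' DESeq test, both genes were up in 6 of 6 mutants in both tissues, with unadjusted p-values of at most 0.0226. At a Benjamini-Hochberg adjusted p-value under 0.05 over all genes, *Tpi* was up in 5 of 6 mutants in muscle and 2 of 6 in heads, and *Pgi* in 5 of 6 and 3 of 6. The highest adjusted p-values were those of *esc* in heads, 0.701 for *Tpi* and 0.725 for *Pgi*.

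**Figure D2:**
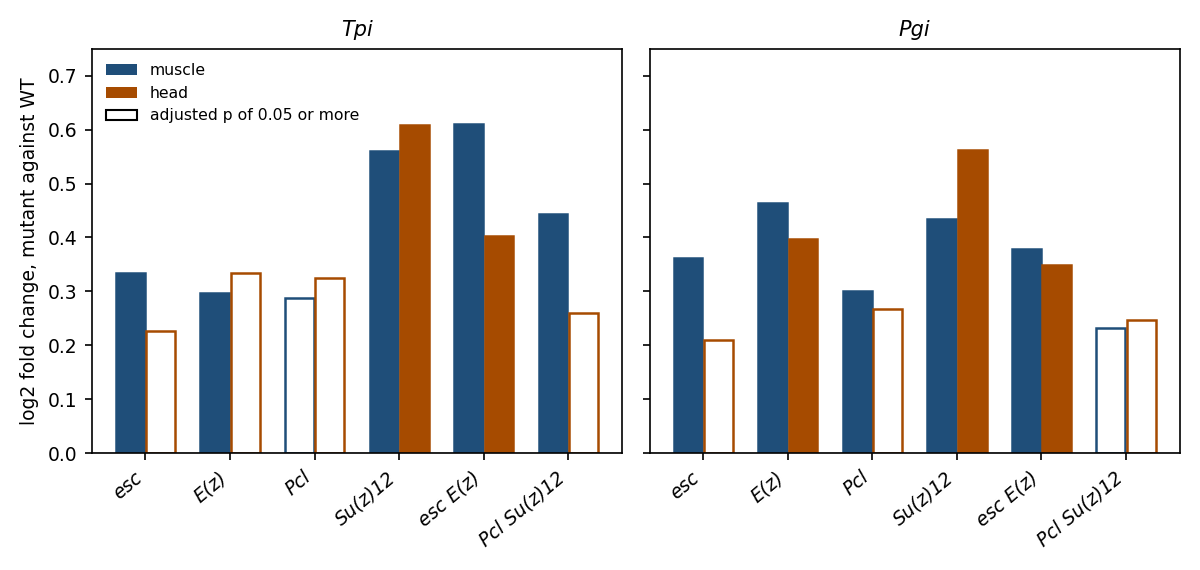
Log2 fold change of *Tpi* and *Pgi* in each long-lived mutant against WT in muscle and heads (bars). Filled bars have a Benjamini-Hochberg adjusted p-value under 0.05 and open bars do not; all bars are above 0, the lowest at 0.21 and the highest at 0.61.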

As noted, glucose is metabolized through sequential reactions of glycolysis and the citric acid cycle. However, we found no consistent changes in the expression of genes mediating pentose phosphate pathway (PPP), citric acid cycle, and oxidative phosphorylation (Figure 5—figure supplement 1C, Supplementary file 4), suggesting modulatory effects on the glycolytic genes.

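For the other lists of Supplementary file 4, the number of genes called up in all 4 single mutants in muscle was 1 of 30 for the citric acid cycle (Mdh2), 0 of 5 for the pentose phosphate pathway and 0 of 117 for oxidative phosphorylation, and 0 were down in all 4. In heads it was 0 for each of the 3 lists. The medians of the lists moved in some mutants. In muscle, the median log2 fold change of the citric acid cycle genes was 0.15 in *esc*, 0.16 in *Su(z)12* and 0.11 in *Pcl Su(z)12*, above the 97.5 percentile of random lists, and 0.07 in *E(z)*, 0.01 in *Pcl* and 0.01 in *esc E(z)*, within it. When genes that are also on another list were left out, *esc* and *Su(z)12* fell within the random lists too, with medians of 0.10 and 0.11, and the median in *esc E(z)* changed its direction, to -0.02. The 5 genes of the pentose phosphate pathway had medians of 0.24 in *Pcl*, 0.21 in *Su(z)12* and 0.21 in *esc E(z)*, above the random lists, and of 0.004 in *esc*, 0.07 in *E(z)* and 0.12 in *Pcl Su(z)12*, within them. A filter on genes with a mean of at least 10 counts put *Pcl Su(z)12* above them at the same median. The oxidative phosphorylation genes were above the random lists in *esc* (median 0.06) and *Pcl Su(z)12* (median 0.03) and below them in *E(z)* (-0.03) and *esc E(z)* (-0.03). The shift in *esc* was within the random lists when genes of another list were left out. In heads, the citric acid cycle genes were above the random lists in *Su(z)12* (median 0.14) and *esc E(z)* (0.08), and within them, at 0.14 and 0.08, when shared genes were left out. In *Pcl* their median was -0.06, within the random lists, and -0.07, below them, with the filter on mean counts. The pentose phosphate genes were above them in *E(z)* (0.20), *Su(z)12* (0.42), *esc E(z)* (0.27) and *Pcl Su(z)12* (0.31), and the oxidative phosphorylation genes in *Su(z)12* (0.11). None of the 3 lists lay on 1 side of the random lists in all 6 mutants, in either tissue. The glycolysis list did so in muscle but not in heads, where *Pcl* was within the random lists. In heads this criterion therefore does not set glycolysis apart. The paper proposes modulatory effects on the glycolytic genes.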

**Figure 5.**
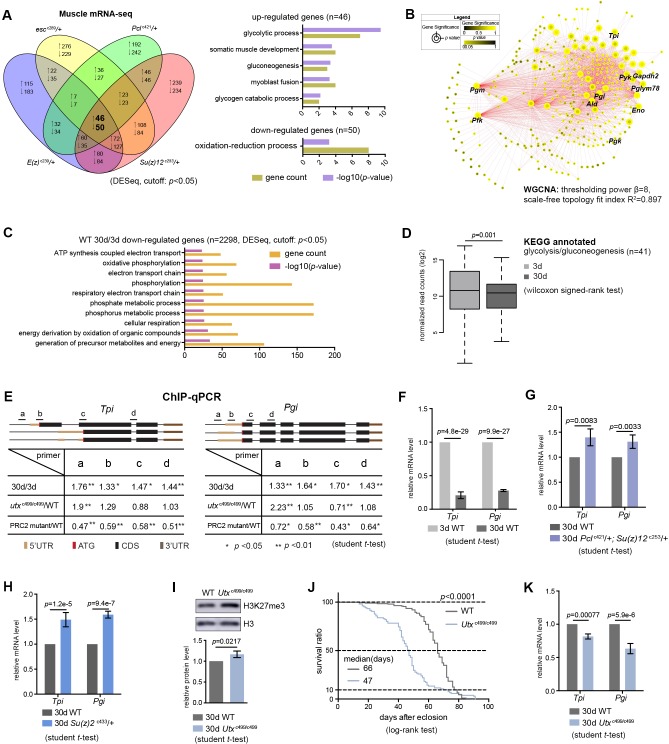
Transcriptomics links H3K27me3 dynamics to the regulation of glycolytic genes. (**A**) Venn diagram shows genes commonly changed in PRC2 single mutants with indicated genotype (left panel). Differential expression genes were computed using DESeq based on normalized count from three biological replicates (p<0.05). Gene ontology (GO) analysis (performed by David) shows glycolysis being the biological processes significantly enriched for genes upregulated in PRC2 long-lived mutants, while oxidation-reduction process is the only pathway enriched for genes down-regulated. The bar graphs represent –log10 (p value) and gene counts in each pathway. RNA-seq was from muscle tissues of 30d-old male flies. (**B**) WGCNA network analysis reveals a co-regulated change of glycolytic genes. Glycolytic genes were highlighted. WGCNA was used for finding modules of highly correlated genes across mRNA-seq samples. For selected module, Cytoscape was used for visualizing interaction network. Glycolytic genes were highlighted as node, suggesting their expression was changed coordinately. (**C**) GO analysis shows biological processes related to energy metabolism being significantly decreased with age in WT. Age-dependent mRNA expression change was computed using DESeq based on mRNA-seq data from three biological replicates. GO analysis of 2298 down-regulated genes (cutoff: p<0.05) was performed by David. The top 10 most significantly affected biological processes were shown. The bar graphs represent –log10 (p value) and gene counts in each pathway. RNA-seq was from muscle tissues of 3d- and 30d-old male flies. Genotype: 5905. (**D**) Genes of glycolysis/gluconeogenesis as annotated in the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway database show age-associated transcriptional decrease. Y-axis represented normalized read counts transformed by Log2. (41 genes used; see Supplementary file 4; wilcoxon signed rank test, p=0.01). RNA-seq and genotype as in (**C**). (**E**) ChIP-qPCR validation. Genomic structures were shown according to the Flybase annotation (www.flybase.org). Along the gene of indicated genotype, a, b, c, and d were underlined, denoting the sites for PCR amplification. Color codes represented ATG (the translation start site), CDS (coding sequence), 5’UTR, and 3’UTR. Different primer sets confirmed that H3K27me3 modification was increased in aged WT and further increased in *utx* null mutants. H3K27me3 was reduced in PRC2 mutants as compared to WT, with the ratio between mutants and WT smaller than 1 (mean ±SD of three biological repeats; student *t*-test *p<0.05, **p<0.01; also see Figure 5—figure supplement 1D). ChIP-qPCR was from muscle tissues of 3d- and 30d-old male flies. Genotypes: WT: 5905. PRC2 mutant: *Pcl*^c421^/+; *Su(z)12* ^c253^/+. *utx*^c499/c499^. (**F–H**) qRT-PCR analysis confirms that *Tpi* and *Pgi* of glycolytic genes have a decrease with age (**F**) but become increased in both PRC2 (**G**) and PRC1 mutants (**H**). (mean ±SD of three biological repeats; student *t*-test). qRT-PCR was from muscle tissues of 3d- and 30d-old male flies. Genotypes: WT: 5905. *Pcl*^c421^/+; *Su(z)12* ^c253^/+. *Su(z)2* ^c433^/+. (**I**) H3K27me3 increases in *utx* deficiency. H3K27me3 western blot (top) and quantification (bottom). (for H3K27me3 quantification: mean ±SD of three biological repeats; student *t*-test). Western blot was from muscle tissues of 30d-old male flies. Genotypes: WT: 5905. *utx*^c499/c499^. (**J**) *utx* null animals are short-lived. (for lifespan assay: 25°C; n ≥ 200 per genotype for curve; log-rank test). Genotypes as in (**I**). (**K**) qRT-PCR analysis indicates a further decrease of glycolytic genes in *utx-*deficient animals. (mean ±SD of three biological repeats; student *t*-test). qRT-PCR was from muscle tissues of 30d-old male flies. Genotypes as in (**I**).

**Figure 5—figure supplement 1.**
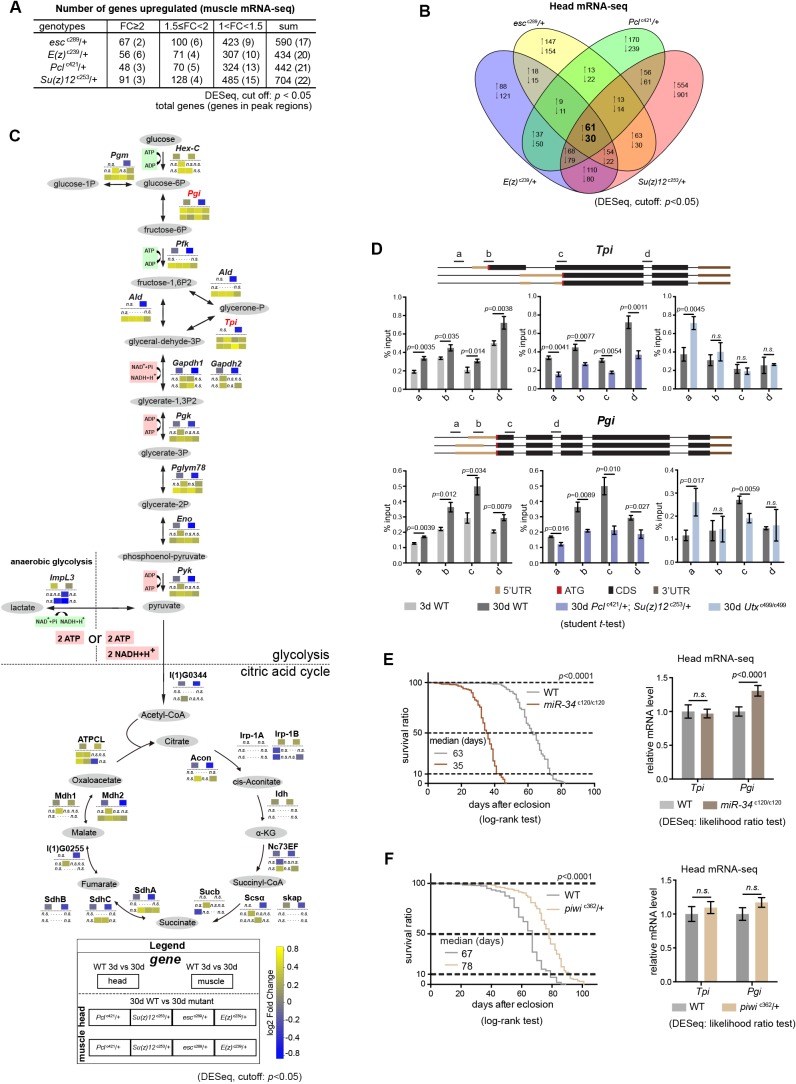
Transcriptomics links H3K27me3 dynamics to the regulation of glycolytic genes. (**A**) Number of genes upregulated in PRC2 mutants with indicated genotype. Differential expression genes were computed using DESeq based on normalized count from three biological replicates (cutoff: p<0.05). Note that transcriptional changes were generally mild, and that the majority of changes were genes in the inter-peak regions. RNA-seq was from muscle tissues of 30d-old male flies. (**B**) Venn diagram shows genes commonly changed in PRC2 single mutants with indicated genotype. Differential expression genes were computed using DESeq based on normalized count from three biological replicates (p<0.05). RNA-seq was from head tissues of 30d-old male flies. (**C**) Diagram illustrates that the transcriptional changes of genes mediating glucose and the citric acid cycle. Genes and their relative transcriptional changes in 3d- and 30d-old WT and PRC2 long-lived mutants with indicated genotype (cutoff p<0.05; *n.s*.: not significant). Commonly changed genes, *Tpi* and *Pgi*, were highlighted in red. While anaerobic glycolysis yields ATP only, glycolysis at the step of pyruvate formation has a net outcome of both ATP and NADH. (**D**) ChIP-qPCR of glycolytic genes *Tpi* (top panel) and *Pgi* (bottom panel). Genomic structure and gene isoforms were shown according to the Flybase annotation. Along the gene of indicated genotype, a, b, c, and d were underlined, denoting the sites for PCR amplification. Color codes represented ATG (the translation start site), CDS (coding sequence), 5’UTR, and 3’UTR. (mean ±SD of three biological repeats; student *t*-test). ChIP-qPCR was from muscle tissues of 3d- and 30d-old male flies. Genotypes: WT: 5905. *Pcl*^c421^/+; *Su(z)12* ^c253^/+. *utx*^c499/c499^. (**E**) and (**F**) Short-lived *miR-34* mutants (**E**) and long-lived *piwi* mutants (**F**) demonstrated that changes of the glycolytic genes had no simple correlation with lifespan alterations. (for Differential expression analysis: DESeq, likelihood ratio test, three biological repeats; for lifespan assay: 25°C; n ≥ 200 per genotype for curve; log-rank test). RNA-seq was from head tissues of male flies. Genotypes: WT: 5905. *miR-34*^c120/c120^. *piwi*^c362^/+.

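Of the genes up in muscle by the authors' deposited p-values, 71.7% in *esc*, 70.7% in *E(z)*, 73.3% in *Pcl* and 68.9% in *Su(z)12* rose less than 1.5-fold. Rises of at least 1.5-fold but less than 2-fold were found for 100, 71, 70 and 128 genes, and rises of 2-fold or more for 67, 56, 48 and 91. Genes whose adjusted p-value was under 0.05 had larger changes, with a median absolute log2 fold change of 0.58 to 0.60 against 0.38 to 0.43 for all genes called. In heads, 65.2% to 66.8% of the genes up in the 4 single mutants rose less than 1.5-fold.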

Moreover, RNA-seq analyses of WT animals revealed that, although aging might exert a much broader effect on the changes of the transcriptome, genes downregulated with age were mainly enriched in carbohydrate metabolism and energy production (Figure 5C). In particular, we noted a transcriptional decline of genes related to glycolysis/gluconeogenesis in old animals (Figure 5D). 

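In muscle of WT flies, the authors' deposited table lists 2131 genes up and 2305 genes down at 30d against 3d, of 13781 tested. With the adjusted p-values recomputed by the Benjamini-Hochberg method, 1611 were up and 1917 down, 25.6% of the tested genes, where the 4 single mutants reached 1.07% to 3.61%. A minimum change of 1.5-fold moved the age counts the most, to 943 up and 1248 down. The authors' scaling left the groups with unequal sums. The normalized counts summed to 11591935 at 3d and 7305280 at 30d, a log2 ratio of -0.67, while the sums in the mutants differed from WT by a log2 ratio of -0.03 to 0.04. The 10 genes with the most counts held 28.8% of the sum at 3d and 12.6% at 30d. Scaling both groups to equal sums, an alternative chosen after the data were seen, raised the median log2 fold change of genes with a mean of at least 10 counts from 0.02 to 0.69. The direction of a list's median depends on the scaling, while its place among random lists scaled the same way does not. GO terms of the genes down were not analysed here. For the lists of Supplementary file 4, 81 of the 117 oxidative phosphorylation genes and 19 of the 30 citric acid cycle genes were down by the authors' p-values, with medians of -0.94 and -0.88, both below the 2.5 percentile of random lists of similar mean counts. At equal sums the medians were -0.27 and -0.21, also below the random lists. The 5 pentose phosphate genes had a median of 0.52, and 1.19 at equal sums, above the random lists in both. The largest rises among genes with an adjusted p-value under 0.05 and a mean of at least 50 counts were those of *CG34227* (FBgn0085256, log2 5.17) and *Lsp1alpha* (FBgn0002562, log2 4.88). The largest falls were those of *CG13026* (FBgn0036656, log2 -9.70), which overlaps *CG13031*, and *Lsp1gamma* (FBgn0002564, log2 -8.08).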

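The 41 glycolysis genes had a median log2 fold change of -0.43 at 30d against 3d, with 26 genes lower and 15 higher. Log2 of the mean normalized count plus 1 had a median of 10.8 at 3d and 10.5 at 30d (two-sided exact Wilcoxon signed-rank test across the 41 genes, p = 0.000829). The median lay at percentile 0.27 of random lists of similar mean counts. By the authors' deposited p-values, 22 of the 41 were down and 7 up. With p-values adjusted over all genes tested, 20 were down and 5 up, and adjusted over the list alone 22 and 7. The scaling to equal sums moved the median the most and changed its direction. The median was then 0.24, with a signed-rank p of 0.99 by the same exact test, although the list stayed below random lists scaled the same way (percentile 0.2), and 18 of the 22 genes down with age remained lower. The share of the 41 genes in all normalized counts, which no scaling of the groups changes and which was computed after the values were seen, went from 3.69% at 3d to 1.90% at 30d. *Ald*, *Gapdh1*, *Eno* and *PyK*, the 4 with the highest means, went from 2.31% to 0.919%, and the other 37 from 1.38% to 0.976%. The other alternatives left the median between -0.46 and -0.36. *Tpi* fell from a mean of 7250 normalized counts at 3d to 2726 at 30d (log2 -1.41, adjusted p = 2.18e-55 from the authors' DESeq p-values) and *Pgi* from 16526 to 6654 (log2 -1.31, adjusted p = 7.01e-50 by the same test of the authors). At equal sums the log2 fold changes were -0.75 and -0.65. The muscle content of the samples was examined with the structural muscle genes, a test chosen after the glycolysis result was seen. Their median log2 fold change was -1.58, with 24 genes lower and 1 higher, and -0.92 at equal sums, with 23 lower and 2 higher. The median of the 41 genes fell less than theirs (difference of the medians 1.16, permutation of the genes between the lists, p = 0.0034). The lists were not matched on mean counts, and the 41 genes moved in both directions. *Ald*, *Gapdh1*, *Eno* and *PyK* had log2 fold changes of -1.62 to -3.59, beyond the median of the structural muscle genes. The difference therefore does not exclude less muscle RNA as a cause of the lower glycolysis genes.

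**Figure D3:**
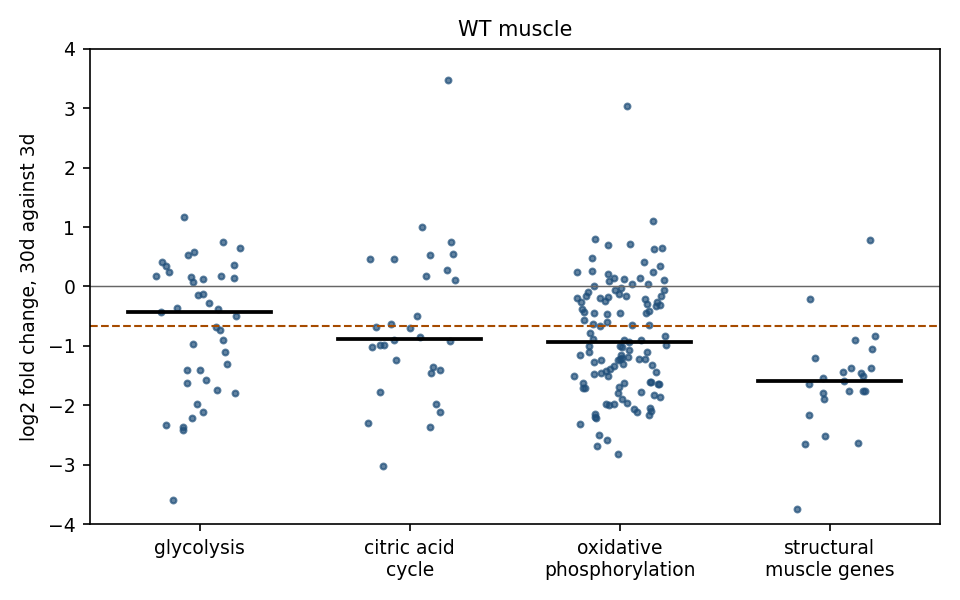
Log2 fold change at 30d against 3d in WT muscle of the genes (points) of the glycolysis, citric acid cycle and oxidative phosphorylation lists and of 25 structural muscle genes, with the median of each list (line). The medians are -0.43, -0.88, -0.94 and -1.58; the dashed line at -0.67 marks no change at equal sums of the 2 groups, and the axis ends at 4 and -4, with 1 structural muscle gene below it.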

To verify these results, we subsequently performed single-gene analysis on *Tpi* and *Pgi* with respect to their H3K27me3 states and mRNA levels using ChIP-qPCR (Figure 5E, Figure 5—figure supplement 1D) and qRT-PCR (Figure 5F and G), respectively. In addition to PRC2 mutants, we attested the transcriptional increase of these two glycolytic genes in *Su(z)2*^c433^, a long-lived PRC1 mutant (Figure 5H).

Given the fact that H3K27me3 naturally increased with age, we investigated whether further increase of H3K27me3 could impact lifespan and gene expression. To address this, we examined flies deficient in histone demethylation. The *Drosophila Utx* gene has been previously implicated in catalyzing the removal of methyl groups from H3K27me3 (Smith et al., 2008); a null mutation, *utx*^c499^ (Supplementary file 2), displayed a further increase of H3K27me3 compared to age-matched WT (Figure 5E and I, Figure 5—figure supplement 1D). Flies lacking *utx* were viable, but detailed characterization indicated a significantly shortened lifespan, to about 70% that of WT animals (Figure 5J). Concomitant with an increase in H3K27me3 modification, expression of both *Tpi* and *Pgi* was further decreased (Figure 5K). Finally, control studies using short-lived *miR-34* mutants (Liu et al., 2012) and a long-lived *piwi* deficiency that was identified from our unbiased genetic screen (Supplementary file 2) demonstrated that transcriptional changes of the glycolytic genes had no simple correlation with lifespan alterations (Figure 5—figure supplement 1E and F).

Altogether, these data reveal that H3K27me3 dynamics with natural aging couples with a downregulation of glycolytic genes, and this reduction is enhanced in *utx* mutants upon further increase of H3K27me3. Long-lived PRC2 mutants partially reverse the decline in the expression of glycolytic genes that are otherwise significantly decreased with age.

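Of the 22 glycolysis genes that were down with age in muscle, 13 were up in *esc*, 12 in *E(z)*, 9 in *Pcl*, 17 in *Su(z)12*, 12 in *esc E(z)* and 8 in *Pcl Su(z)12* by the authors' deposited p-values, and at most 2 were down. With adjusted p-values for both changes, 11, 6, 1, 10, 3 and 2 of 20 genes were up in the same order. Between 19 and 21 of the 22 genes were higher than in WT at 30d in each mutant. The rise in the mutant, as a share of the decline with age on the log2 scale, had a median of 17.7% in *esc*, 13.1% in *E(z)*, 9.5% in *Pcl*, 18.6% in *Su(z)12*, 17.5% in *esc E(z)* and 11.5% in *Pcl Su(z)12*. In *p55* mutants, 13 of the 22 genes were up, 0 were down and 21 were higher, and the median share was 12.9%. The paper gives the same median lifespan, 70 days, for *p55* mutants and their control. The size of the decline, and so this share, depends on the scaling of the age groups. Across the 41 genes, the age change and the mutant change were weakly related. Spearman's rho was -0.16 in *esc*, -0.21 in *E(z)*, -0.21 in *Pcl*, -0.08 in *Su(z)12*, -0.31 in *esc E(z)* and -0.16 in *Pcl Su(z)12*; genes are not independent replicates. A filter on genes with a mean of at least 10 counts moved it the most, to -0.36 in *E(z)*. The comparison of *Pcl Su(z)12* uses the same 30d WT libraries as the age comparison, which makes their relation negative without any effect of the mutations. Over all 12156 genes, rho was -0.22, where simulated groups without a change gave -0.48, and a simulated mutant without a change beside the age change as measured gave -0.21 (2.5 to 97.5 percentile, -0.23 to -0.20). Over the 41 genes rho was -0.16 against simulated values of -0.47 and -0.07. Together with its results on *utx* mutants, the paper concludes that changes of H3K27me3 during natural aging are coupled to a reduced expression of glycolytic genes.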

### Untargeted metabolomics shows enhanced glycolysis in long-lived PRC2 mutants

To further investigate the mechanism by which epigenetic changes regulate aging, we conducted another unbiased study by profiling cellular metabolites using LC-MS-based untargeted metabolomics (Patti et al., 2012). In total, 151 metabolites were identified. This experiment demonstrated changes in the levels of metabolites during aging of WT flies, and between WT and mutants (Figure 6A and C, Figure 6—figure supplement 1A). Pathway analysis revealed that glycolysis among additional metabolic processes was significantly enriched (Figure 6B and D). In particular, lactate, a specific indicator for anaerobic glycolysis (Schurr and Payne, 2007), was significantly decreased during normal aging in WT animals but became elevated in PRC2 mutants (Figure 6E). Of note, metabolites related to citric acid cycle remained unchanged between WT and mutants (Figure 6—figure supplement 1B). Combined, this evidence reveals a metabolic profile reflective of modulated glycolysis, being decreased during normal aging but increased in long-lived PRC2 mutants. Thus, this unbiased study using metabolomic approach showed modulation in the level of lactate and glycolysis during aging and in PRC2 mutants, in good congruence with the conclusion from the studies of epigenomic and transcriptional alterations (Figure 5—figure supplement 1C and D).

**Figure 6.**
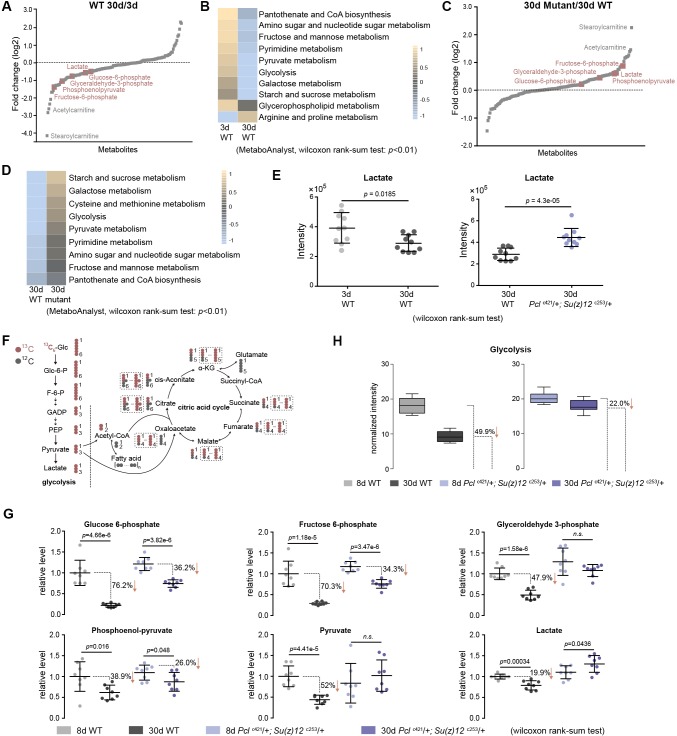
Metabolomics shows the effect of PRC2 mutants in reversing glycolytic decline in aging. (**A**) Untargeted metabolics identifies that metabolites of the glycolytic pathway (red) are decreased with age. For each metabolite, the median from 10 biological repeats was used to calculate the relative fold change between WT and mutants. Untargeted metabolics was from head tissues of 3d- and 30d-old male flies. Genotype: 5905. (**B**) Pathway enrichment analysis reveals glycolysis being the biological processes significantly enriched with age. Pathway enrichment analysis was executed using MetaboAnalyst. (Pathway enrichment criteria: wilcoxon rank-sum test, cutoff p<0.01; see Materials and methods for algorithm). Genotype as in (**A**). (**C**) Untargeted metabolics identifies that metabolites of the glycolytic pathway (red) are increased in PRC2 mutants. Untargeted metabolics and analysis as in (**A**). Genotypes: WT: 5905. Mut: *Pcl*^c421^/+; *Su(z)12* ^c253^/+. (**D**) Pathway enrichment analysis reveals glycolysis being the biological processes significantly enriched. (Pathway enrichment criteria: wilcoxon rank-sum test, cutoff p<0.01; see method for algorithm). Genotype as in (**C**). (**E**) Lactate is decreased with age (left panel) but increased in PRC2 mutants (right panel). (mean ±SD of 10 biological repeats; wilcoxon rank-sum test). Genotypes: WT: 5905. *Pcl*^c421^/+; *Su(z)12* ^c253^/+. (**F**) Schematic representation of the glucose flux via glycolysis (left) and citric acid cycle (right). ^13^C and ^12^C were indicated for specific metabolites. Dashed rectangles encircled isotopologues pertaining to specific metabolites that contained different number of ^13^C. (**G**) Decline of glycolytic metabolites during aging is partially rescued by PRC2 deficiency. For specific metabolite, the median from eight biological repeats was used to calculate the ratio between 8d and 30d of age. (mean ±SD of eight biological repeats; wilcoxon rank-sum test). Metabolomics was from head tissues of 8d- and 30d-old male flies. Genotypes: WT: 5905. *Pcl*^c421^/+; *Su(z)12* ^c253^/+. (**H**) Age-associated decline of glycolysis is diminished by PRC2 deficiency. ^13^C-traced glycolytic metabolites were used to determine the level of glycolytic pathway as a whole. In 30d WT, 50.1% of glycolysis remained as relative to its level at 8d of age; in contrast, in PRC2 mutants at 30d of age, 78% of glycolysis remained. (mean ±SD of eight biological repeat; see method for calculation). Metabolomics and genotypes as in (**G**).

**Figure 6—figure supplement 1.**
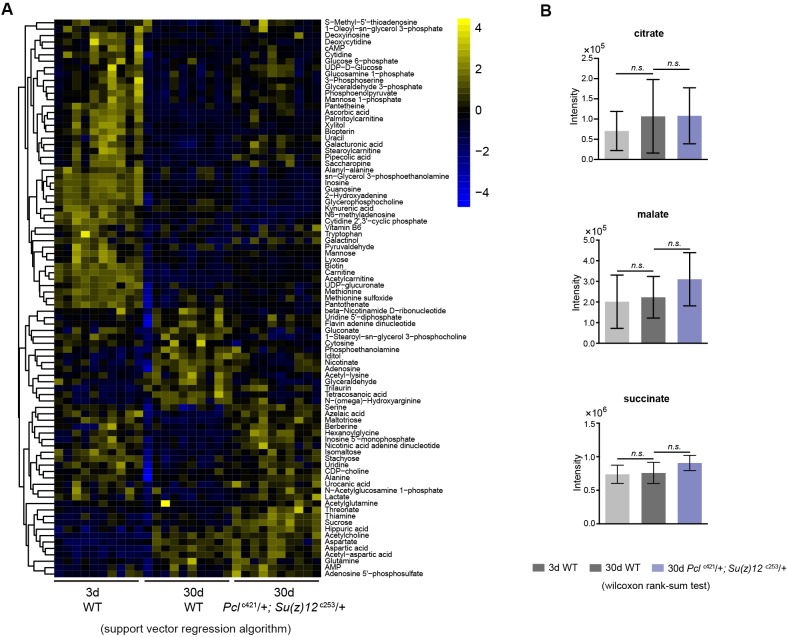
Untargeted metabolomics. (**A**) Heatmap of metabolites exhibiting differential levels of 3d, 30d WT and 30d PRC2 mutants. Data normalization using support vector regression algorithm. Metabolomics was from head tissues of 3d- and 30d-old male flies. Genotypes: WT: 5905. *Pcl*^c421^/+; *Su(z)12* ^c253^/+. (**B**) Metabolomic analysis reveals that metabolites of the citric acid cycle show comparable levels between young and aged WT, and between WT and PRC2 mutants. (wilcoxon rank-sum test, *n.s*.: not significant). Metabolomics and genotypes as in (**A**).

**Figure 6—figure supplement 2.**
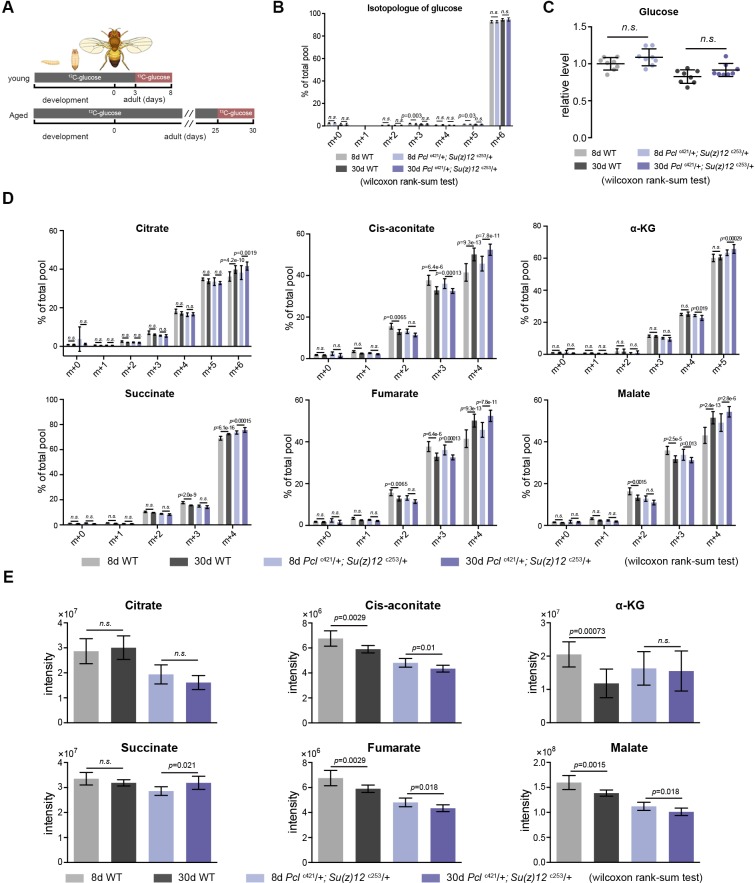
Metabolic glucose flux experiment. (**A**) Schematic representation of the glucose flux experiment in adult aging flies. Briefly, flies at 3d (young) and 25d (aged) were switched from ^12^C-glucose to ^13^C-glucose food for a fixed 5days, such that the glucose metabolism can be traced by measuring the ^13^C-labeled metabolites. (**B**) Relative to the total glucose pool, ^13^C-glucose accounts for more than 93% and 95% in 8d- and 30d-old animals, respectively, suggesting a near-complete replacement. (mean ±SD of eight biological repeats; wilcoxon rank-sum test, *n.s*.: not significant). Metabolomics was from head tissues of 8d- and 30d-old male flies. Genotypes: WT: 5905. *Pcl*^c421^/+; *Su(z)12* ^c253^/+. (**C**) Metabolic flux analysis reveals that the levels of ^13^C_6_-labeled glucose are comparable between WT and mutants. (mean ±SD of eight biological repeats; wilcoxon rank-sum test). Metabolomics and genotypes as in (**B**). (**D**) and (**E**) Quantification of isotopologues pertaining to each metabolites of citric acid cycle (**D**) and their summed intensity (**E**) indicate no consistent change of the pathway with age and in PRC2-deficiecny. (mean ±SD of eight biological repeats; wilcoxon rank-sum test). Metabolomics and genotypes as in (**B**).

### Metabolic flux shows roles of PRC2 mutants in reversing glycolytic decline in aging

To provide quantitative insights into the changes in glucose metabolism with age and in PRC2 mutants, we devised a metabolic flux assay using ^13^C-labeled glucose as a tracer in adult aging flies. For young (3d) and aged (25d) animals, fly diet was switched from ^12^C-glucose to ^13^C-glucose, such that the glucose metabolism can be traced by measuring the ^13^C-labeled metabolites (Figure 6F, Figure 6—figure supplement 2A). After 5 days of feeding, ^13^C-labeled glucose accounted for more than 93% of the total glucose pool (Figure 6—figure supplement 2B), suggesting a near-complete replacement. This experiment demonstrated that while the level of labeled glucose was similar (Figure 6—figure supplement 2C), specific metabolites (Figure 6G) and the glycolytic pathway as a whole (Figure 6H) exhibited an age-associated decline; strikingly, the extent of decline was partially reversed by PRC2-deficiency. This finding, together with above results obtained by untargeted metabolomics, provides definitive evidence that glycolysis is modulated by aging. Since metabolites of the citric acid cycle are mix lineages from glycolysis, glutamate, and fatty acids, each metabolite may contain multiple ^13^C-labeled isotopologues via glycolysis-derived reactions as well as recurrent cycling (Figure 6F). Thus, we analyzed all isotopologues pertaining to each metabolites (Figure 6—figure supplement 2D) and their summed intensity (Figure 6—figure supplement 2E). Our data indicated no consistent change of the citric acid cycle with age and in PRC2-deficiency, which was in line with constant levels of metabolites as above measured by untargeted metabolomics (see Figure 6—figure supplement 1B).

These data combined establish a regulatory event from epigenetic alterations to transcriptional and metabolic modulations impacting the manner by which glucose can be metabolized during aging and in PRC2 mutants. While natural aging couples with to a metabolic decline including a reduction of glycolysis, PRC2 deficiency relatively maintains the level of glycolysis as compared to age-matched WT animals.

### Stimulation of glycolysis promotes energy, redox state and adult fitness

We next characterized specific metabolites in the glycolytic pathway. While anaerobic glycolysis yields ATP only, glycolysis at the step of pyruvate formation has a net outcome of both ATP and NADH, a reduced form of nicotinamide adenine dinucleotide (NAD^+^) (see Figure 5—figure supplement 1C). While the overall glucose levels between WT and mutants had no significant difference (Figure 7A), pyruvate was increased in mutants (Figure 7A). On the other hand, the ratio of NADPH/NADP^+^, an indicator of the PPP, foliate metabolism, and malic enzyme (Fan et al., 2014) was even slightly decreased in mutants (Figure 7B). In parallel, we also examined the glutathione, an important indicator of the cellular redox state (Jones, 2006). Our data showed that ATP, NADH/NAD^+^, and GSH/(GSH +GSSG) ratio were decreased with age but increased in mutants (Figure 7C and D). Combined, analysis of specific metabolites demonstrates a metabolic decline associated with normal aging, and that PRC2 deficiency promotes ATP and cellular redox potential as compared to age-matched WT controls.

**Figure 7.**
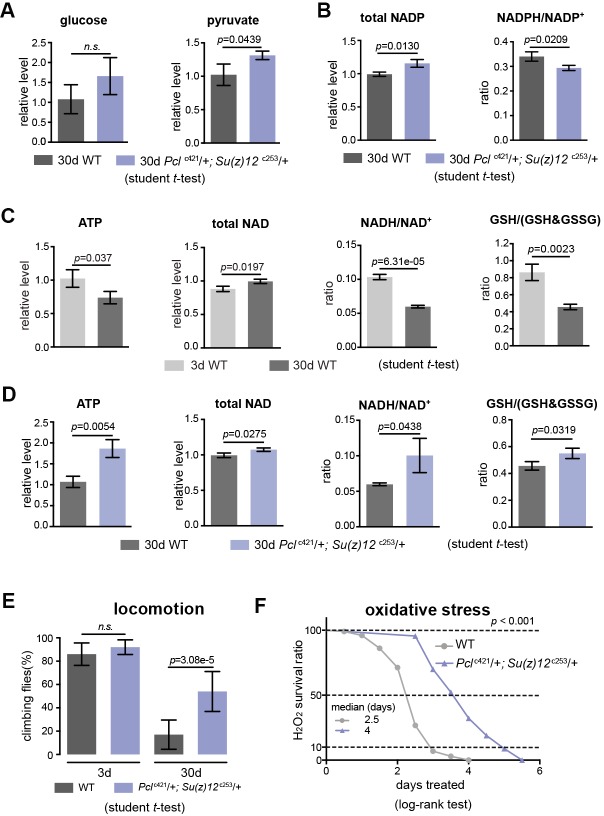
PRC2 mutants couple enhanced glycolysis with improved adult fitness. (**A**) Glucose content shows a slight increase in PRC2 mutants, but this increase is not statistically significant (left panel). Pyruvate, one key end product of glycolysis, is increased (right panel). (mean ±SD of three biological repeats with 10 flies for each measurements; student *t*-test; *n.s*.: not significant). Test was from muscle tissues of 30d-old male flies. Genotypes: WT: 5905. Mut: *Pcl*^c421^/+; *Su(z)12* ^c253^/+. (**B**) The ratio of NADPH/NADP^+^, indicator of the PPP, foliate metabolism, and malic enzyme is decreased in mutants. Test, statistics, and genotype as in (**A**). (**C**) ATP and cellular redox levels are decreased with age. (mean ±SD of three biological repeats with 10 flies for each measurements; student *t*-test). Test was from muscle tissues of 3d- and 30d-old male flies. Genotype: 5905. (**D**) ATP and cellular redox levels are increased in PRC2 deficient animals. Test, statistics, and genotype as in (**A**). (**E**) and (**F**) Analysis of adult phenotypes reveals that PRC2 mutants have a healthy lifespan. Climbing assay exhibited that, whereas WT and mutants behaved similarly at 3d, with age, mutants had better climbing, reflective of improved mobility (**E**). Mutants had enhanced resistance to oxidation (**F**). (for climbing assay: mean ±SD of 10 biological repeats with 10 flies for each repeats; student *t*-test; for oxidation tests: 25°C; n = 100 per genotype for curve; log-rank test). Genotypes as in (**A**).

We then asked how this ability of enhanced glycolysis in PRC2 mutants was translated into fitness and stress resistance in aging. To illuminate this, we characterized age-related phenotypes. Analysis of climbing of young (3d) and aged (30d) animals demonstrated that although WT and mutants at 3d behaved similarly, PRC2 mutants at 30d of age had better locomotion (Figure 7E). To examine the sensitivity to oxidative stress, we utilized hydrogen peroxide (H_2_O_2_), a source of reactive oxygen species (ROS). We observed substantially enhanced resistance to oxidation in mutants (Figure 7F). Elevated energy and NADH/NAD^+^ ratio in PRC2 mutants might underlie improved motility and resistance to ROS, respectively. These data implicate that PRC2-deficiency couples longevity and metabolism with enhanced ability to handle stress, a property reflecting improved adult fitness.

### Perturbing glycolysis diminishes longevity traits in PRC2 mutants

We subsequently determined whether perturbing glycolysis could diminish the lifespan benefits of PRC2 mutants. In PRC2 mutants, *Tpi* and *Pgi* were two genes exhibiting a concerted decrease in H3K27me3 modification (see Figure 5E, Figure 5—figure supplement 1D) and a corresponding increase in transcription (see Figure 5G, Figure 5—figure supplement 1C); thus *Tpi* and *Pgi* might be important targets of PRC2. In light of this, we generated a null mutation of the *Tpi* gene by CRISPR/Cas9, *Tpi*^c511^ (Supplementary file 2). *Tpi* gene, encoding triosephosphate isomerase, is a central glycolytic enzyme (Bar-Even et al., 2012). Given homozygous *Tpi*^c511^ had a pre-adult lethality, we combined *Tpi*^c511^ heterozygote with *Pcl*^c421^ *Su(z)12*^c253^, and evaluated the adult phenotypes by using the triple mutants. Control studies indicated that the *Tpi*^c511^ heterozygote alone retained normal lifespan (Figure 8—figure supplement 1A), oxidative stress (Figure 8—figure supplement 1B), locomotion (Figure 8—figure supplement 1C), and comparable levels of ATP and NADH/NAD^+^ ratio (Figure 8—figure supplement 1D). Lowering *Tpi* in PRC2 mutants slightly decreased the expression of *Tpi* gene (Figure 8—figure supplement 1E) and diminished the extent by which glycolysis could be stimulated as having relatively reduced ATP and NADH/NAD^+^ ratio (Figure 8D). Analysis of lifespan exhibited that *Tpi* deficiency partially mitigated the longevity phenotype in PRC2 mutants (Figure 8A). Traits related to adult fitness, including resistance to ROS and climbing mobility, were also attenuated by *Tpi* deficiency (Figure 8B and C). To consolidate this result, we generated a null mutation for *Pgi* by CRISPR/Cas9, *Pgi*^c392^ (Supplementary file 2). Consistently, while *Pgi*^c392^ heterozygote alone had minimal effect on aging (Figure 8—figure supplement 1F–1I), triple mutants combining *Pgi*^c392^ heterozygote with *Pcl*^c421^ *Su(z)12*^c253^ diminished the pro-lifespan benefits mediated by PRC2-deficiency (Figure 8E–8H, Figure 8—figure supplement 1J). These data implicate that perturbing glycolysis by genetic mutation diminishes longevity traits in PRC2 Mutants. Given the effect is partial, we cannot rule out the possibility that other mechanisms might be involved.

**Figure 8.**
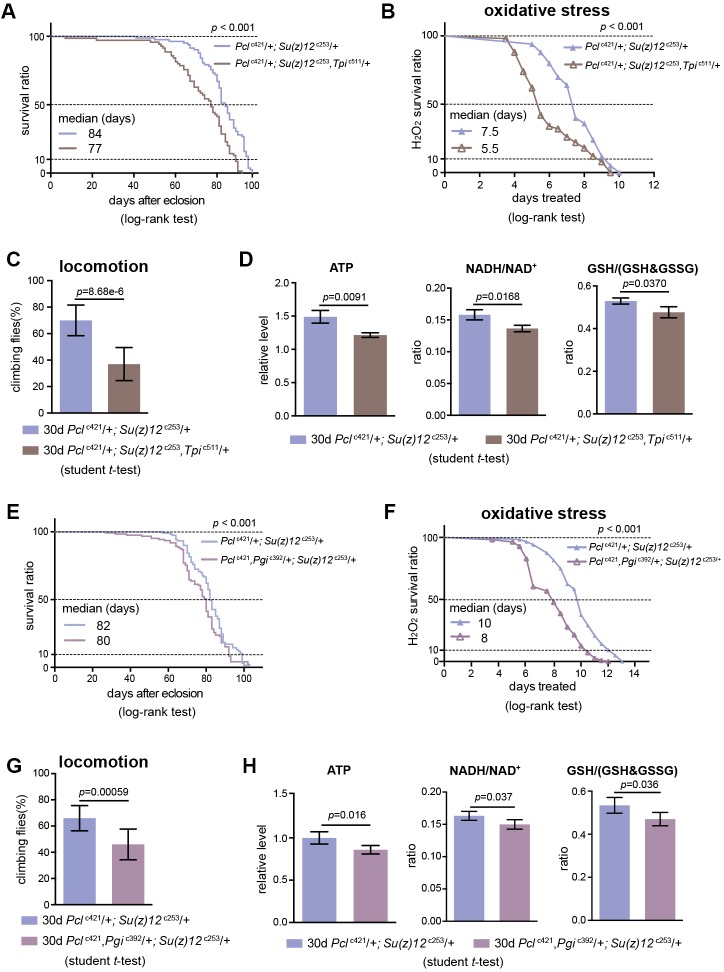
Perturbing glycolysis diminishes longevity benefits in PRC2 mutants. (**A**) *Tpi* deficiency significantly diminishes the longevity phenotype of PRC2 trans-heterozygous double mutants. (for lifespan assay: 25°C; n > 200 per genotype; log-rank test). Genotypes: *Pcl*^c421^/+; *Su(z)12* ^c253^/+. *Pcl*^c421^/+; *Su(z)12*^c253^, *Tpi*^c511^/+. (**B**) and (**C**) Oxidation stress test (**B**) and climbing (**C**) show that *Tpi* deficiency partially diminishes the lifespan-benefits of PRC2 mutants. (for oxidation assay: 25°C; n = 100 per genotype for curve; log-rank test; for climbing assay: mean ±SD of 10 biological repeats with 10 flies for each repeat; student *t*-test). Genotypes as in (**A**). (**D**) *Tpi* deficiency reduces glycolysis of PRC2 mutants. Analysis of specific metabolites revealed a decrease of ATP (left panel), ratio of NADH/NAD^+^ (middle panel), and ratio of GSH/(GSH +GSSG) (right panel). (mean ±SD of three biological repeats; student *t*-test). Metabolite analysis was from muscle tissues of 30d-old male flies. Genotypes as in (**A**). (**E–H**) *Pgi* deficiency diminishes the aging benefits mediated by PRC2 mutants, including lifespan (**E**), oxidative stress (**F**), locomotion (**G**), and glycolysis (**H**). Genotypes: *Pcl*^c421^/+; *Su(z)12* ^c253^/+. *Pcl*^c421^, *Pgi*^c392^/+; *Su(z)12* ^c253^/+.

**Figure 8—figure supplement 1.**
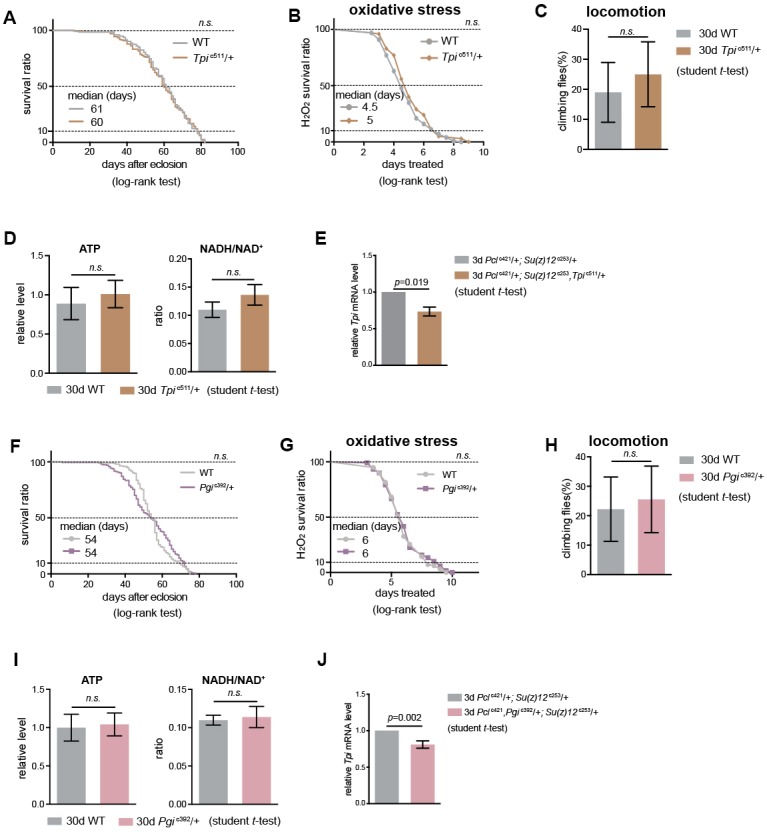
*Tpi-* and *Pgi-*deficient flies have normal adult phenotypes. (**A**)-(**D**) and (**F**)-(**I**) Assessments of adult lifespan (**A**) and (**F**), oxidation test (**B**) and (**G**), climbing ability (**C**) and (**H**), and the levels of ATP and the ratio of NADH/NAD^+^ (**D**) and (**I**), show no difference between WT and flies with either *Tpi* or *Pgi* heterozygous mutation. (for lifespan assay: 25°C; n > 190 per genotype for curve; log-rank test; for oxidation tests: 25°C; n = 100 per genotype for curve; log-rank test; for climbing assay: mean ±SD of 10 biological for each repeats; student *t*-test; for analysis of metabolites: mean ±SD of three biological for each repeats; student *t*-test; *n.s*.: not significant). Genotypes: WT: 5905. *Tpi*^c511^/+. *Pgi*^c392^/+. (**E**) and (**J**) *Tpi and Pgi* mRNA level in triple mutants. (mean ±SD of three biological repeats; student *t*-test). qRT-PCR was from muscle tissues of 3d-old male flies. Genotypes: *Pcl*^c421^/+; *Su(z)12* ^c253^/+. *Pcl*^c421^/+; *Su(z)12*^c253^, *Tpi*^c511^/+. *Pcl*^c421^*,Pgi^c392^*/+; *Su(z)12* ^c253^/+, *Tpi*^c511^/+.

### Transgenic increase of glycolytic genes promotes healthy lifespan

Our data thus far have shown the effect of glycolysis in PRC2-dependent life-benefits. Furthermore, we investigated whether upregulating glycolytic genes in WT animals could be sufficient to extend lifespan. To address this, we increased the gene dosage of *Tpi* and *Pgi* via genomic transgenes, which expressed these genes under their endogenous regulatory elements (Figure 9—figure supplement 1A and B). Western blot analysis manifested that both Tpi and Pgi proteins had a modest decrease with age, but became upregulated upon PRC2-deficiency, an outcome consistent with the alteration in the level of H3K27me3 (Figure 9A–9D). We then interrogated the effects of *Tpi* and *Pgi* transgenes on WT flies. While single transgenes had modest phenotypes, animals combining both *Tpi* and *Pgi* transgenes stimulated glycolysis, as shown by elevated pyruvate, ATP, and NADH/NAD^+^ ratio as compared to age-matched WT (Figure 9E). Accordingly, adult aging phenotypes, including lifespan (Figure 9F), locomotion (Figure 9G), and resistance to oxidative stress (Figure 9H), were improved.

**Figure 9.**
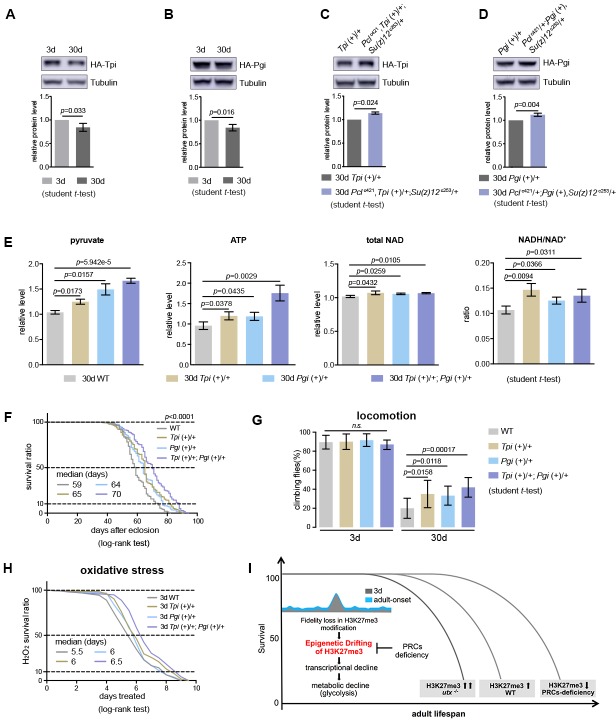
Transgenic increase of glycolytic genes suffices to elevate glycolysis and healthy lifespan. (**A**) Tpi protein western blot (top) and quantification (bottom) shows a decrease with age. (mean ±SD of three biological repeats; student *t*-test). Western blot was from 3d- and 30d-old male flies. Genotype: *Tpi* (+)/+. (**B**) Pgi protein western blot (top) and quantification (bottom) shows a decrease with age. Statistics and Western blot as in (**A**). Genotype: *Pgi* (+)/+. (**C**) Tpi protein western blot (top) and quantification (bottom) shows an increase in PRC2 mutants. Statistics and western blot as in (**A**). Genotype: *Tpi* (+)/+. *Pcl*^c421^, *Tpi* (+)/+; *Su(z)12* ^c253^/+. (**D**) Pgi protein western blot (top) and quantification (bottom) shows an increase in PRC2 mutants. Statistics and western blot as in (**A**). Genotype: *Pgi* (+)/+. *Pcl*^c421^/+; *Pgi* (+), *Su(z)12* ^c253^/+. (**E**) Transgenic increase of glycolytic genes stimulates glycolysis, as shown by elevated pyruvate, ATP, and NADH/NAD^+^ ratio compared to age-matched WT (mean ±SD of three biological repeats; student *t*-test). Metabolite analysis was from muscle tissues of 30d-old male flies. Genotypes: WT: 5905. *Tpi* (+)/+. *Pgi* (+)/+. *Tpi* (+)/+; *Pgi* (+)/+. (**F–H**) Transgenic increase of glycolytic genes promotes adult fitness, including lifespan (**F**), locomotion (**G**), and resistance to oxidative stress (**H**). (for lifespan assay: 25°C; n ≥ 200 per genotype for curve; log-rank test; for climbing assay: mean ±SD of 10 biological repeats with 10 flies for each repeat; student *t*-test; for oxidation assay: 25°C; n = 100 per genotype for curve; log-rank test). Genotypes as in (**E**). (**I**) Model. Adult-onset fidelity loss results in epigenetic drift of H3K27me3. Over a chronic timescale, the drifting of H3K27me3 induces transcriptional and metabolic decline including a reduction of glycolysis. Effects of PRC2-deficiency in life-extension can be at least in part attributed to the effect in stimulation of glycolysis, thereby maintaining metabolic health and longevity. Adult lifespan is inherently modulated by the alterations in the levels of H3K27me3, as shown by the corresponding change during natural aging, in *utx* mutants as well as in PRCs-deficiency.

**Figure 9—figure supplement 1.**
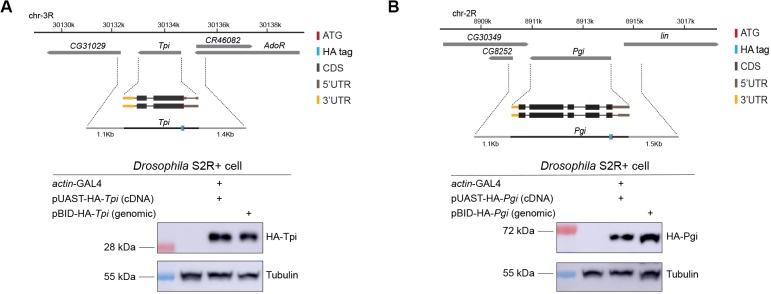
Genomic transgenes for *Tpi* and *Pgi*. (**A**) and (**B**) Genomic structure and gene isoforms were shown according to the Flybase annotation. Color codes represented ATG (the translation start site), HA tag, CDS (coding sequence), 5’UTR, and 3’UTR. Positive control was based on the UAS/Gal4 system and overexpression of cDNAs for *Tpi* and *Pgi*, respectively. Transient transfection of *Tpi* and *Pgi* genomic constructs yielded protein of appropriate size. Western blot was using *Drosophila* S2R^+^ cells.

Taken together, these data suggest that upregulation of glycolytic genes alone recapitulates antiaging features of PRC2 mutants. This finding, combined with data obtained from H3K27me3 dynamics and consequently its effects on gene expression and metabolism, underscores the mechanistic link between epigenetic, transcriptional, and metabolic processes in aging, further heightening the role of glycolysis in promotion of metabolic health and longevity.

## Discussion

How changes in epigenomics, transcription, and metabolomics are integrated into the regulation of adult lifespan is a long-standing question in the biology of aging. Our study provides a new paradigm by which epigenetic drift of H3K27me3, a highly conserved histone mark, links glycolysis to healthy longevity (Figure 9I). Though H3K27me3 levels have been shown to increase with age in mammals (Liu et al., 2013; Sun et al., 2014) and flies (current study), the epigenomic feature of such changes is unknown. Our quantitative assessment shows that aging couples with a decline of fidelity in H3K27me3 modification, as demonstrated by a genome-wide drift of this repressive mark. Concomitant to this drift, glycolytic genes are downregulated, which in turn causes a reduction of glycolysis and glucose metabolism. Importantly, the age-delaying effect of PRCs-mutation likely arises from its ability to slow down or reverse this trend. Therefore, we suggest that epigenetic drift of H3K27me3, enhanced by its age-modulated increase, is one of the molecular mechanisms that drive the progression of aging. Expression of *Tpi* and *Pgi* of glycolytic genes is inherently regulated by the alterations of H3K27me3 levels, as shown by their corresponding changes during natural aging, in *utx* mutants as well as in PRCs-deficiency. We propose that H3K27me3 dynamics may elicit changes in local chromatin environment—especially inter-peak regions that are potentially more sensitive to the gain or loss of the epigenetic mark—thus enabling fine-tuning of target gene expression.

It is unclear how aging might promote the drift in H3K27me3 modification. One possible reason is age-associated DNA damage that reduces the fidelity of epigenetic markings. It has been well-established that aging is associated with the accumulation of DNA damage (Lu et al., 2004). In *Bombyx mori*, UV-C irradiation can induce the increase of H3K27me3 mediated by PRC2 (Li et al., 2014). In *Neurospora crassa*, on the other hand, the increase and redistribution of H3K27me3 can be induced by the loss of H3K9 methyltransferase complex (Basenko et al., 2015). Thus, dysregulation of H3K27me3 may be due to feed-forward interactions between DNA damage and changes in the levels of complexes that control epigenetic markings during aging.

Metabolic control has emerged as a critical player to determine the aging outcome. Previous data implicates that impairing glycolysis can extend lifespan perhaps by triggering compensatory processes (Schulz et al., 2007). Quantitative proteomic analysis in mouse heart shows that aging correlates with an increased abundance of proteins in glycolysis, and that caloric restriction and rapamycin treatment known to extend longevity can reverse this trend (Dai et al., 2014). D-Glucosamine supplementation that impairs glucose metabolism can extend lifespan in *C. elegans* and mouse (Weimer et al., 2014). However, rat models supplemented with 2-deoxyglucose, a known anti-glycolytic compound, are instead short-lived (Minor et al., 2010). Moreover, glucose-enriched diet can prevent pathophysiological decline and early death of telomere dysfunctional mice by stimulating glucose metabolism including glycolysis (Missios et al., 2014). Importantly, recent evidence from studies on a wide range of species suggests that a balanced diet from protein to carbohydrate and their interactive effects are key elements for healthy longevity. Mouse dietary studies have demonstrated that animals fed on diets that are low in protein and high in carbohydrate enjoy longer life with lower blood pressure, improved glucose tolerance and lipid profiles (Solon-Biet et al., 2014). This is also supported by human data on the deleterious effects of diets with high protein and low-carbohydrate (Floegel and Pischon, 2012; Lagiou et al., 2012). Hence, the impact of glucose metabolism including glycolysis on natural aging might be poised to integrate age-associated physiology; the precise outcome must be rather complicated, which could be influenced not only by diverse spatiotemporal need in normal or pathological conditions, but also upon newly evolved biological activities correlated with the increased complexity from nematode to *Drosophila* and mammals. It is important to note that since our study is based on *Drosophila* somatic tissues that are primarily post-mitotic cells in adult animals, it is possible that the effects are more dominant in the fly model than others. Our findings in *Drosophila* propose that, during natural aging, the ability to maintain glycolysis is an alternative avenue to ensure a healthy level of physical capability by delaying the bioenergetic decline with advanced age as which otherwise might form a vicious cycle from decrease in physical activity to hypometabolism, and perhaps disease susceptibility.

Aging is a complex process that can be regulated by a network of multiple mechanisms. It has been well-established that enhancing NAD^+^ biogenesis promotes healthy lifespan (Anderson et al., 2002; Balan et al., 2008; Mills et al., 2016). As noted, supplementation of NAD^+^ precursors profoundly elevates energy metabolism by increasing the expression of genes in the TCA cycle as well as glycolysis in *C. elegans* (Mouchiroud et al., 2013), and promotes glucose metabolism with increased flux through pentose phosphate and glycolytic pathways in mice on a high-fat diet (Mitchell et al., 2018). Therefore, it would be interesting to test whether the life-benefit effects of NAD^+^ might be through at least in part by the activation of glycolysis. Intriguingly, while declining intracellular NAD^+^ and thus increased NADH/NAD^+^ ratio correlate with aging (Zhu et al., 2015), our experiments in *Drosophila* demonstrate that increased ratios of GSH/(GSH +GSSG) and NADH/NAD^+^ due to enhanced glycolytic activities may provide a simple but effective way to retard aging. The oxidative phosphorylation, although produces more ATP than glycolysis, can yield intracellular ROS. The accumulation of ROS is the leading proposed cause of decline in cellular function and integrity in aging (Balaban et al., 2005). Thus, modulating H3K27me3 may reprogram bioenergetic decline during aging, which in effect reduces cellular damage and deterioration. Importantly, mammalian glycolytic genes have also been shown as PRCs targets (Brookes et al., 2012). Future investigations, including in-depth comparative analysis of PRCs and glycolytic pathway in the aging process in both flies and humans, may harness common operative mechanisms that modulate metabolic homeostasis and healthy longevity. Given the reversible nature of epigenetic pathways, this study proffers a tempting strategy against age-associated physiological decline and disease.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Cell line (*D. melanogaste*r)	S2R+	This paper	FLYB:FBtc0000150	
Antibody	H3K27me3 (rabbit polyclonal)	Millipore	Cat#07–449; RRID:AB_310624	
Antibody	H3K27me2 (rabbit polyclonal)	Abcam	Cat#ab24684; RRID:AB_448222	
Antibody	H3K27me (rabbit polyclonal)	Millipore	Cat#07–448	
Antibody	H3K27ac (rabbit polyclonal)	Abcam	Cat#ab4729; RRID:AB_2118291	
Antibody	H3K9me3 (rabbit polyclonal)	Abcam	Cat#ab8898; RRID:AB_306848	
Antibody	H3K9ac (rabbit polyclonal)	Millipore	Cat#06–942; RRID:AB_310308	
Antibody	H3K23ac (rabbit polyclonal)	Millipore	Cat#07–355; RRID:AB_310546	
Antibody	H3K4me3 (rabbit polyclonal)	Millipore	Cat#07–473; RRID:AB_1977252	
Antibody	H3K4me2 (rabbit polyclonal)	Millipore	Cat#07–030; RRID:AB_310342	
Antibody	H3K4me (rabbit polyclonal)	Millipore	Cat#07–436; RRID:AB_310614	
Antibody	H3K36ac (rabbit polyclonal)	Millipore	Cat#07–540	
Antibody	H3K36me3 (rabbit polyclonal)	Abcam	Cat#ab9050; RRID:AB_306966	
Antibody	H3K14ac (rabbit polyclonal)	Millipore	Cat#07–353; RRID:AB_310545	
Antibody	H3K18ac (rabbit polyclonal)	Abcam	Cat#ab1191; RRID:AB_298692	
Antibody	H4K20me3 (rabbit polyclonal)	Abcam	Cat#ab9053	
Antibody	H3 (goat polyclonal)	Abcam	Cat#Ab12079	
Antibody	HA (rabbit monoclonal)	Cell signaling technology	Cat#3724	
Antibody	Tubulin (rabbit polyclonal)	Medical and biological laboratories co	Cat#PM054	
Antibody	Anti-Rabbit IgG	Sigma	Cat#A9169	
Antibody	Anti-Mouse IgG	Sigma	Cat#A4416	
Antibody	Anti-Goat IgG	Abcam	Cat#ab6471	
Recombinant DNA reagent	pBID UAS vector: HA-Tpi	Addgene	35198	
Recombinant DNA reagent	pBID UAS vector: HA-Pgi	Addgene	35198	
Recombinant DNA reagent	pBID vector: HA-Tpi genomic	Addgene	35190	
Recombinant DNA reagent	pBID vector: HA-Pgi genomic	Addgene	35190	
Recombinant DNA reagent	pU6b-sgRNA	Ren et al., 2013	N/A	
Commercial assay or kit	TURBO DNA-free kit	ThermoFisher	Cat#AM1907	
Commercial assay or kit	SuperSignal West Pico Chemilluminescent Subtrate	ThermoFisher	Cat#34078	
Commercial assay or kit	Nuclear-Cytosol Extraction Kit	Aogma	Cat#9988	
Commercial assay or kit	SYBR Select Master Mix	ThermoFisher	Cat#26161	
Commercial assay or kit	SuperScript III First-strand synthesis system for RT-PCR	ThermoFisher	Cat#18080–051	
Commercial assay or kit	ChIP-Grade Protein A/G Plus Agarose	ThermoFisher	Cat#26161	
Commercial assay or kit	QIAquick PCR Purification Kit	QIAGEN	Cat#28106	
Commercial assay or kit	Qubit dsDNA HS Assay Kit	ThermoFisher	Cat#Q32851	
Commercial assay or kit	High Sentivity DNA Analysis Kits	Agilent Technologies	Cat#5067–4626	
Commercial assay or kit	NEBNext DNA Library Prep Kit	New England Biolabs	Cat#E7370L	
Commercial assay or kit	NEBNext Poly(A) mRNA Magnetic Isolation Module	New England Biolabs	Cat#E7490L	
Commercial assay or kit	NEBNext Multiplex Oligos for Illumina	New England Biolabs	Cat#E7600S	
Commercial assay or kit	NEBNext Ultra RNA library Prep Kit for Illumina	New England Biolabs	Cat#E7530L	
Commercial assay or kit	RNase A/T1 Mix	ThermoFisher	Cat#EN0551	
Commercial assay or kit	Glucose (HK) Assay Kit	Sigma	Cat#GAHK20	
Commercial assay or kit	NAD/NADH Quantitation Kit	Sigma	Cat#MAK037	
Commercial assay or kit	NADP/NADPH Quantitation Kit	Sigma	Cat#MAK038	
Commercial assay or kit	ENLITEN ATP Assay System	Promega	Cat#FF2000	
Commercial assay or kit	Pyruvate Assay Kit	Sigma	Cat#: MAK071	
Commercial assay or kit	GSH/GSSG Ratio Detection Assay	Abcam	Cat#ab13881	
Commercial assay or kit	Amicon Ultra 0.5 mL centrifugal filters	Sigma	Cat#Z677108-96EA	
Chemical compound, drug	Tris-buffer (1 mol/L, pH8.5)	Sangon Biotech	Cat#SD8141	
Chemical compound, drug	TRIZol Rreagent	ThermoFisher	Cat#15596018	
Chemical compound, drug	Chloroform	Sinopharm Chemical Reagent	Cat#10006818	
Chemical compound, drug	Isopropanol	Sinopharm Chemical Reagent	Cat#10006818	
Chemical compound, drug	DEPC-treated water	Invitrogen	Cat#46–2224	
Chemical compound, drug	NuPAGE 12% Bis-Tris Gel	ThermoFisher	Cat#NP0342BOX	
Chemical compound, drug	PageRuler Prestained Protein Ladder	ThermoFisher	Cat#26616	
Chemical compound, drug	NuPAGE MOPS SDS Running Buffer	ThermoFisher	Cat#NP0001	
Chemical compound, drug	Immobilon Transfer Membranes	Millipore	Cat#: IPVH00010	
Chemical compound, drug	Glycine	beyotime	Cat#ST085-1000G	
Chemical compound, drug	20 X PBS	Sangon Biotech	Cat#B548117-0500	
Chemical compound, drug	37% formaldehyde solution	Sigma	Cat#F1635	
Chemical compound, drug	Protease inhibitor cocktail tablets	Roche	Cat#11697498001	
Chemical compound, drug	RIPA buffer	Sigma	Cat#R-278–500 ML	
Chemical compound, drug	5M NaCl	ThermoFisher	Cat#AM9760G	
Chemical compound, drug	0.5M EDTA	ThermoFisher	Cat#15575–038	
Chemical compound, drug	1M Tris-HCl	ThermoFisher	Cat#15568–025	
Chemical compound, drug	Triton X-100	Sigma	Cat#T8787-50ML	
Chemical compound, drug	10% SDS	Sangon Biotech	Cat#SD8118	
Chemical compound, drug	RNase A/T1 Mix	ThermoFisher	Cat#EN0551	
Chemical compound, drug	Sodium dicarbonate	Sigma	Cat#S5761	
Chemical compound, drug	Proteinase K	Sangon Biotech	Cat#A100706	
Chemical compound, drug	3M Sodium Acetate pH5.5	ThermoFisher	Cat#AM9740	
Chemical compound, drug	Methyl viologen dichloride hydrate	Sigma	Cat#856177	
Chemical compound, drug	Hydrogen peroxide 30%	Sinopharm Chemical Reagent	Cat#10011208	
Chemical compound, drug	D(+)-Arabinose	Sangon Biotech	Cat#A600071-0100	
Chemical compound, drug	D-glucose	Sangon Biotech	Cat#A100188-0500	
Chemical compound, drug	Sodium hydroxide solution	Sigma	Cat#72068	
Chemical compound, drug	Methanol	Honeywell	Cat#LC230-2.5HC	
Chemical compound, drug	Acetonitrile	Merck	Cat#1.00029.2500	
Chemical compound, drug	Water	Honeywell	Cat#LC365-2.5HC	
Chemical compound, drug	Ammonium acetate	Sigma-Aldrich	Cat#73594–25 G-F	
Chemical compound, drug	Ammonium hydroxide	Sigma-Aldrich	Cat#44273–100 mL-F	
Chemical compound, drug	Sequencing Grade Modified Trypsin	Promega	Cat#V5111	
Chemical compound, drug	Centrifugal Filters Ultracel 30K	Amicon	Cat#UFC30SV00	
Chemical compound, drug	Water, LC/MS	J.T.Baker	Cat#9831–03	
Chemical compound, drug	Formic acid, eluent additive for LC-MS	Sigma	Cat#56302–50 ml-f	
Chemical compound, drug	Acetonitrile,LC/MS,4L	J.T.Baker	Cat#9829–03	
Chemical compound, drug	Ammonium bicarbonate	Sigma	Cat#09830–1 KG	
Chemical compound, drug	Urea	Sigma	Cat#U5128-500G	
Chemical compound, drug	Trizma hydrochloride	Sigma	Cat#T5941-100G	
Chemical compound, drug	Ammonium formate	Flucka	Cat#17843–50G	
Chemical compound, drug	Lys(6) SILAC yeast	Silantes	Cat#234CXX-SYK6-509-01	
Chemical compound, drug	D-Glucose (U-^13^C_6_,99%)	Cambridge Isotope Laboratories, Inc.	Cat#110187-42-3	
Software, algorithm	Bowtie2	Langmead and Salzberg (2012)	http://bowtie-bio.sourceforge.net/bowtie2/index.shtml	
Software, algorithm	Samtools	Li et al. (2009)	http://samtools.sourceforge.net/; RRID:SCR_002105	
Software, algorithm	deepTools	Ramírez et al., 2014	https://deeptools.github.io/	
Software, algorithm	homer	Heinz et al., 2010	http://homer.ucsd.edu/homer/ngs/index.html; RRID:SCR_010881	
Software, algorithm	bwtool	Pohl and Beato, 2014	https://users.dcc.uchile.cl/~peortega/bwtool/; RRID:SCR_003035	
Software, algorithm	Galaxy	Grüning et al., 2017	https://github.com/bgruening/galaxytools; RRID:SCR_006281	
Software, algorithm	Cistrome	Liu et al., 2011	http://cistrome.dfci.harvard.edu/ap/; RRID:SCR_000242	
Software, algorithm	BEDTools	Quinlan and Hall, 2010	http://bedtools.readthedocs.io/; RRID:SCR_006646	
Software, algorithm	J-circos	An et al., 2015	https://omictools.com/j-circos-tool; RRID:SCR_011798	
Software, algorithm	VENNY	Oliveros, 2007	http://bioinfogp.cnb.csic.es/tools/venny/index.html	
Software, algorithm	R	R Core Team, 2013	https://www.r-project.org; RRID:SCR_001905	
Software, algorithm	DAVID Bioinformatics Resources	Huang et al., 2009b	https://david.ncifcrf.gov/; RRID:SCR_001881	
Software, algorithm	IGV	Robinson et al., 2011	http://software.broadinstitute.org/software/igv/; RRID:SCR_011793	
Software, algorithm	STAR	Dobin et al., 2013	https://github.com/alexdobin/STAR; RRID:SCR_005622	
Software, algorithm	HTSeq	Anders et al., 2015	http://www-huber.embl.de/HTSeq/; RRID:SCR_005514	
Software, algorithm	DESeq	Anders and Huber, 2010	http://www-huber.embl.de/users/anders/DESeq/; RRID:SCR_000154	
Software, algorithm	WGCNA	Langfelder and Horvath, 2008	https://labs.genetics.ucla.edu/horvath/htdocs/CoexpressionNetwork/Rpackages/WGCNA/; RRID:SCR_003302	
Software, algorithm	XCMS	Smith et al., 2006	http://www.bioconductor.org/packages/release/bioc/html/xcms.html; RRID:SCR_015538	
Software, algorithm	MetaboAnalyst 3.0	Xia et al., 2015	http://www.metaboanalyst.ca/; RRID:SCR_015539	
Software, algorithm	CAMERA	Kuhl et al. (2012)	https://bioconductor.org/packages/release/bioc/html/CAMERA.html; RRID:SCR_011924	
Software, algorithm	PD1.4	Thermo	https://www.thermofisher.com/order/catalog/product/IQLAAEGABSFAKJMAUH	
Software, algorithm	Pathways to PCDL (version B.07.00)	Agilent Technologies		
Software, algorithm	PCDL Manager (version B.07.00)	Agilent Technologies		
Software, algorithm	Profinder (version B.08.00)	Agilent Technologies		
Software, algorithm	Prism	GraphPad	v6; RRID:SCR_002798	

### Fly culture

Flies were cultured in standard media at 25°C with 60% humidity in a 12 hr light and 12 hr dark cycle unless otherwise specified. Briefly, standard *Drosophila* food contains sucrose (36 g/L), maltose (38 g/L), yeast (22.5 g/L), agar (5.4 g/L), maizena (60 g/L), soybean flour (8.25 g/L), sodium benzoate (0.9 g/L), methyl-p-hydroxybenzoate: (0.225 g/L), propionic acid (6.18 ml/L), and ddH_2_O to make up 1 L of the food. The WT line used was 5905 (FlyBase ID FBst0005905, *w^1118^*). All fly lines used in this study have been backcrossed with 5905 for five consecutive generations for a uniform genetic background, to assure that phenotypes were not associated with any variation in background.

### Western blot assays for different histone modifications

Fifty heads or 30 muscles were harvested and immediately frozen in liquid nitrogen. Tissues were homogenized by Dounce Homogenizer. For total protein extract, tissues were lysed by RIPA buffer and then treated with five cycles of sonication with 30 s on and 30 s off (Bioruptor Pico, Belgium). Resulted histone extractions were loaded onto a NuPAGE 12% Bis-Tris Gel (Thermo Fisher Scientific, Carlsbad, CA, USA), and then transferred by electrophoresis to a polyvinylidene fluoride membrane (Millipore, Germany). The corresponding primary antibodies were diluted 1:1000 and incubated with the membranes at 4°C overnight, the HRP-labeled secondary antibodies were diluted 1:40000 and incubated for 1 hr at room temperature. The signals were detected using ECL (Thermo Fisher Scientific) by Amersham Imager 600 (GE Healthcare, Sweden). The signal intensity was quantified by ImageQuant TL (GE Healthcare). The relative normalization of histone modifications was normalized to the histone H3 signal. Three biological replicates were done for each experiment.

### CRIPSR/Cas9 mutagenesis

CRISPR/Cas9 mutagenesis was performed as previously described (Ren et al., 2013). Two sgRNA plasmids for target gene were injected into fly embryo. Single-fly-PCR assays were used to screen mutants. To do this, single fly was homogenized in 50 μL squashing buffer (10 mM Tris buffer (pH 8.5), 25 mM NaCl, 1 mM EDTA, 200 μg/mL Proteinase K), then incubated at 37°C for 30 min, followed by 95°C, 10 min for inactivation. Screen primers for each target genes were listed in Supplementary file 2. The virgin females carrying the deletion were backcrossed into WT (5905) male flies for five consecutive generations for a uniform genetic background, to mitigate background effects.

### Genomic DNA transgene

Genomic DNA covering the Tpi and Pgi genes was prepared by PCR-amplification and fusion PCR. DNA was clone into the pBID vector (Wang et al., 2012). Fly microinjection and transgenesis followed standard procedures.

### Metabolic flux analysis using U-[^13^C]-glucose

Metabolic flux analyses are described in more detail at Bio-protocol (Cai et al., 2018). 160 male flies for each genotype at 3d or 25d of age were used, with 20 flies per vial. Prior to the test, flies were pre-treated with 1% Agar media for 6 hr before transferred to the vials containing a small piece of Kimwipe filter paper pre-soaked in 1 mL of 10% U-^13^C_6_-glucose. Flies were treated for 3 days, and then transferred to new vials with fresh U-^13^C_6_-glucose for additional 2 days. Fly heads were dissected for subsequent metabolic analysis. For each genotype, eight biological repeats were conducted, with 20 heads for each repeats.

### Assays for adult phenotypes

#### Lifespan assays

Adult male flies were collected at the day of eclosion and maintained at 20 flies per vial at 25°C with 60% humidity and a 12 hr light/12 hr dark cycle. Flies were transferred to new vials every other day and scored for survival. The Prism software (Graphpad) was used to draw the survival curve and statistical analysis.

#### Climbing ability assay

Ten male flies were transferred to an empty vial for 30 min adaption in dark. Flies were tapped to the bottom of the vial; the percentage of flies failed to climb up to a mark at 2 cm from the bottom within 5 s was scored. Ten biological replicates were done for each genotype at given age.

#### Oxidative stress

One hundred male flies for each genotype at given age were used, with 20 flies per vial. Prior to the test, flies were pre-treated with 1% Agar media for 6 hr before transferred to the media containing oxidative radical species. For H_2_O_2_ treatment, flies were transferred to vials containing a small piece of Kimwipe filter paper pre-soaked in 1.5 ml of 10% glucose and 2% H_2_O_2_ (Sinopharm Chemical Reagent). Dead flies were scored every 12 hr, and the Prism software (Graphpad) was used to generate the survival curve and statistical analysis.

### Sequencing experiments

#### ChIP-seq

Quantitative ChIP-seq analyses are described in more detail at Bio-protocol (Niu et al., 2018). For developmental stages, embryo (30 min-1 hr), larva (96 hr), and pupae (7d) were analyzed. For adult stage, 100 fly muscles and 200 fly heads at each time point were used. Samples were collected into a 1.5-mL microcentrifuge tube and immediately frozen in liquid nitrogen. Tissues were pulverized to fine powder using a liquid nitrogen cooled mortar and pestle. Resulted fine power was resuspended in 1.2 mL PBS; 32.4 μL of 37% formaldehyde was added for cross-linking at room temperature for 10 min. To quench formaldehyde, 60 μL of 2.5 M glycine was added. Centrifugation was using 5000 *g* for 5 min at 4°C. After removing the supernatant, pellet was washed twice with 1 ml PBS containing proteinase inhibitor (Roche). This lysis step was performed at 4°C for more than 1 hr in RIPA buffer (Sigma) supplemented with proteinase inhibitor. The lysate was sonicated using Bioruptor Pico (Diagenode), for 15 cycles with 30 s on and 30 s off. Centrifugation was using 10,000 *g* for 10 min at 4°C. Supernatant was carefully transferred to a new tube without disturbing the debris. Pre-clear was performed using ChIP-Grade Protein A/G Plus Agarose (Thermo Fisher Scientific) at 4°C for 1 hr. For spike-in epigenome, mouse neuro-2a cells were prepared with the same procedures. Prior to mixing mouse epigenome with that of fly’s, 5% from each preparations was transferred for quantification of DNA mass. To do this, RIPA buffer was added to a final volume of 120 μl, followed by 1 μl RNase A to remove the RNA at 37°C for 30 min. Samples were treated with 0.2 M NaCl (final concentration) at 65°C for 4 hr and 200 ng/μl proteinase K (final concentration) at 55°C for 2 hr. DNA was purified by PCR purification kit (Qiagen), and DNA mass was quantified by Qubit dsDNA HS assay kit (Thermo Fisher Scientific). According to the DNA mass, 5% of the mouse epigenome was added to the fly sample. 10% of sample was transferred to a new tube as ChIP input control. Immunoprecipitation was performed by incubating 3 μg antibody at 4°C for 5 hr with rotation. ChIP-Grade Protein A/G Plus Agarose was added. The sample was incubated overnight at 4°C with rotation. Beads were washed twice with ChIP Wash Buffer (150 mM NaCl, 2 mM EDTA (pH8.0), 20 mM Tris- HCl (pH8.0), 1% Triton X-100, and 0.1% SDS), and another two washes using ChIP Final Wash Buffer (500 mM NaCl, 2 mM EDTA (pH8.0), 20 mM Tris-HCl (pH8.0), 1% Triton X-100, and 0.1% SDS). The elution step was using 120 μL of ChIP Elution Buffer (100 mM NaHCO_3_ and 1% SDS) by incubating at 65°C for 30 min. Resulted DNA was purified as above described, followed by RNase A treatment. 5–10 ng of DNA was used to generate sequencing library using NEB DNA library prep kit. The quality of libraries was checked by Bioanalyzer 2100 (Agilent). The quantification was performed by qRT-PCR with a reference to a standard library. The libraries were pooled together in equimolar amounts to a final 2 nM concentration. The normalized libraries were denatured with 0.1 M NaOH (Sigma). Pooled libraries were sequenced on the illumina Miseq/Next-seq platform with single end 100 bps.

#### polyA-selected RNA-seq

Thirty muscles and fifty heads were dissected and homogenized in a 1.5-mL tube containing 1 mL of Trizol Reagent (Thermo Fisher Scientific). RNA isolation was followed in accordance with manufacturers instruction. RNA was resuspended in DEPC-treated RNase-free water (Thermo Fisher Scientific). TURBO DNA-free kit was used to remove residual DNA contamination according to manufacturers instruction (Thermo Fisher Scientific). 1 μg of total RNA was used for sequencing library preparation. PolyA-tailed RNAs were selected by NEBNext Poly(A) mRNA Magnetic Isolation Module (NEB), followed by the library prep using NEBNext Ultra RNA library Prep Kit for Illumina according to manufacturer’s instruction (NEB). The libraries were checked and pooled as described above. Pooled denature libraries were sequenced on the illumina NextSeq 550 or Hiseq 2500 platforms with single end 100 bps.

### Quantitative PCR

#### ChIP-qPCR

ChIP experiments were performed as described above. The same volume of input and IP DNA were used as template for quantitative PCR experiment. Analysis was performed using the QuantStudio 6 Flex real-time PCR system with SYBR selected master mix (Thermo Fisher Scientific). The percentage of input method was used for data analysis. Primers for target genes were listed in Supplementary file 5.

#### RT-qPCR

RNA extractions were done as described above. 1 μg of total RNA was used for reverse transcription by random primers using SuperScript III First-strand synthesis system for RT-PCR (Thermo Fisher Scientific). Analysis was performed using the QuantStudio 6 Flex real-time PCR system with SYBR selected master mix (Thermo Fisher Scientific). The 2^-ΔΔCT^ method was used for quantification upon normalization to the RP49 gene as internal control. Primers for target genes were listed in Supplementary file 5.

### Metabolome analysis

#### Metabolites extraction

Twenty heads for each replicates were collected into a microcentrifuge tube and immediately frozen into liquid nitrogen. For each experiment, 10 biological replicates were prepared. Fly heads were homogenized with 200 μl of H_2_O and 20 ceramic beads (0.1 mm) using the homogenizer (Precellys 24, Bertin Technologies). 800 μl of ACN:MeOH (1:1, v/v) was added for metabolite extraction. Vortex was for 30 s, followed by incubation in liquid nitrogen for 1 min. This freeze-thaw cycle was repeated three times. To precipitate protein, samples were incubated for 1 hr at −20°C, followed by 15 min centrifugation using 15,000 *g* at 4°C. The supernatant was removed and evaporated to dryness in a vacuum concentrator (Labconco, German). Dry extracts were then reconstituted in 100 µl of ACN:H_2_O (1:1, v/v), followed by 10 min sonication (50 Hz, 4°C) and 15 min centrifugation using 13,000 rpm at 4°C to remove insoluble debris. Supernatants were transferred to HPLC glass vials and stored at −80°C prior to LC/MS analysis.

#### Lc-ms/MS

LC-MS was performed using a UHPLC system (1290 series, Agilent Technologies) coupled to a quadruple time-of-flight mass spectrometer (AB Sciex TripleTOF 6600). Waters ACQUITY UPLC BEH Amide columns (particle size, 1.7 μm; 100 mm (length) ×2.1 mm (i.d.)) were used. Mobile phases A = 25 mM ammonium acetate and 25 mM ammonium hydroxide in 100% water, and B = 100% acetonitrile, were used for both ESI positive and negative modes. And the linear gradient eluted from 95% B (0.0–1.0 min), 95% B to 65% B (1.0–14.0 min), 65% B to 40% B (14.0–16.0 min), 40% B (16.0–18.0 min), 40% B to 95% B (18.0–18.1 min), then stayed at 95% B for 4.9 min. The flow rate was 0.3 mL/min and the sample injection volume was 2 μL.

ESI source parameters on TripleTOF 6600 were set as followings: ion source gas 1 (GS1), 60 psi; ion source Gas 2 (GS2), 60 psi; curtain gas (CUR), 30 psi; temperature (TEM), 600°C; ion spray Voltage floating (ISVF), 5000 V or −4000 V, in positive or negative modes, respectively; declustering potential (DP), 60 V or −60 V in positive or negative modes, and collision energy for Product Ion, 30 eV or −30 eV, in positive or negative modes, respectively; collision energy spread (CES), 0 eV. LC-MS/MS data acquisition was operated under information-dependent acquisition (IDA) mode. The instrument was set to acquire over the m/z range 60–1200 Da for TOF MS scan and the m/z range 25–1200 for product ion scan. The accumulation time for TOF MS scan was set at 0.20 s/spectra and product ion scan at 0.05 s/spectra. The unit resolution was selected for precursor ion selection, and the collision energy (CE) was fixed at 30 V and −30 V for positive or negative modes, respectively. Collision energy spread (CES) was set as 0. IDA settings which were set as followings: charge state 1 to 1, intensity 100 cps, exclude isotopes within 4 Da, mass tolerance 10 ppm and maximum number of candidate ions 6. The ‘exclude former target ions’ was set as 4 s after two occurrences. In IDA Advanced tab, ‘dynamic background subtract’ was also chosen.

### Qualitative metabolic flux analysis using U-[^13^C]-glucose as a tracer

#### Metabolites extraction

Metabolites were extracted as described above for untargeted metabolomics.

#### LC-MS

LC-MS analysis was performed using a UHPLC system (1290 series, Agilent Technologies) coupled to a quadruple time-of-flight mass spectrometer (6550 series, Agilent Technologies). Merck SeQuant ZIC-pHILIC column (particle size, 5 μm; 100 mm (length) ×2.1 mm (i.d.)) was used. Mobile phases A = 25 mM ammonium acetate and 25 mM ammonium hydroxide in 100% water, and B = 100% acetonitrile, were used for both ESI positive and negative modes. And the linear gradient eluted from 80% B (0.0–2.0 min, 0.2 mL/min), 80% B to 20% B (2.0–17.0 min, 0.2 mL/min), 20% B to 80% B (17.0–17.1 min, 0.2 mL/min), 80% B (17.1–22.1 min, 0.4 mL/min), 80% B to 80% B (22.1–22.2 min, 0.2 mL/min). The sample injection volume was 2 μL.

ESI source parameters on QTOF 6550 were set as followings: sheath gas temperature, 300°C; dry gas temperature, 250°C; sheath gas flow, 12 L/min; dry gas flow, 16 L/min; capillary voltage, 2500 V or −2500 V in positive or negative modes, respectively; nozzle voltage, 0 V; and nebulizer pressure, 20 psi. The MS1 data acquisition frequency was set as 4 Hz, and the TOF scan range was set as m/z 60–1200 Da.

#### Data analysis

Data processing for qualitative metabolic flux analysis was performed using VistaFlux software suite from Agilent Technologies. First, Pathways to PCDL software (version B.07.00, Agilent Technologies) and PCDL Manager software (version B.07.00, Agilent Technologies) was used to build a metabolite library for metabolites in both glycolysis and citric acid cycle. Then, acquired LC-MS raw data files (.d) were loaded into Profinder (version B.08.00, Agilent Technologies) for the extraction of metabolite isotopologues using the constructed metabolite library. The ion abundance criterion for data extraction was set as ‘use peak core area 20% of peak height’. The qualification parameters were set as: mass tolerance: ±15 ppm +2.00 mDa; retention time tolerance :±0.20 min; anchor ion height threshold: 250 counts; sum of ion heights threshold: 1000 counts; correlation coefficient threshold: 0.5. The final results were exported into a csv file for the subsequent comparative and statistical analyses.

### Specific metabolites tests

Ten fly muscles were harvested and immediately frozen in liquid nitrogen. Tissues were homogenized using the homogenizer (Precellys 24, Bertin Technologies) with 300 μl ddH_2_O or extraction buffer provided by the kit. For glucose, ATP, GSH and pyruvate assays, tissues were homogenized with ddH_2_O, then frozen at −80°C for 30 min and thawed at room temperature, followed by 5 cycles of 30 s on and 30 s off sonication. For NADH and NADPH assays, tissues were homogenized with extraction buffer provided by the kit. Lysates were centrifuged using 10,000 *g* at 4°C for 5 min and the supernatant was transferred to 10 kDa molecular weight cut-off spin filter (Sigma), followed by centrifugation using 10,000 *g* at 4°C for 30 min for deproteinization. Assays were assembled according to the instruction of manufacturers (Glucose [Sigma, MAHK20], ATP [Promega, FF2000], GSH [Abcam, ab13881], pyruvate [Sigma, MAK071], NADH [Sigma, MAK037], NADPH [Sigma, MAK038]). Signals were detected by the EnSpire Multimode Plate Reader (PerKin Elmer).

### High-throughput sequencing data analysis

Sequencing reads were mapped to the reference genome dm6 or mm10, respectively, with Bowtie2-2.2.9 (Langmead and Salzberg, 2012) using default parameters. Samtools-1.3.1 (Li et al., 2009) was used for sam to bam format conversion. Peak regions were identified by homer-v4.8.3 (Heinz et al., 2010) function *findPeaks* with parameter *‘-style histone -F 2 -size 3000 -minDist 5000*’. The overlapped peaks of replicate datasets were found using homer function *mergePeaks* using default parameter. Peak annotation was performed by homer function *annotatePeaks* with default parameter. The intersecting peak regions between different genotypes and aging stages were identified by BEDTools-2.26.0 (Quinlan and Hall, 2010) using default parameter.

For quantitative comparison, the dm6 mapped reads were normalized to a scale factor using deeptools-2.2.4 (Ramírez et al., 2014) function *bamCoverage* with 10 bp bin size. The scale factor for each sample was calculated as reported in Orlando et al., 2014 with a small modification by using the percentage of mapped spike-in mouse genome (genome build mm10) in input from which we derived the scale factor, *a*, as follows:

Let us define *a* as the normalized factor, *b* as the reference signal from the mouse cells, *c* as the total number of reads (in millions) from a sample aligned to mm10 genome, and *d* as the percentage of mapped spike-in mouse genome (genome build mm10) in input.

Based on our experimental design, the fraction of the spike-in mouse genome over the total fly genome is a constant. Mathematically, *b* can be expressed as follows:

(1) b=a×c/d

The epigenome of the reference sample does not vary appreciably, such that the reference signal from mouse cell should be the same across all sample being examined. Taking equation (1) and the fact that b is constant across all the samples, it is easy to show that:

(2) a∝d/c

Without loss of generality, we can set the value of b to one and the scale factor *a* can be estimated by:

(3). $$\hat{a}=d/c$$

The ChIP intensity for the gene bodies (transcriptional start site to transcriptional termination sites as annotated in dm6) of all protein-coding genes or peak region was calculated using the bwtool (Pohl and Beato, 2014) function *summary* with default parameters. The input bigwig file, normalized by a scale factor, was generated by *bamCoverage* function. Bootstrapping was used for calculating the mean reference-adjusted ChIP intensity of peak genes or inter-peak genes (10000 draws with replacement of n = 500) and the confidence intervals. Violin plots represent the bootstrapped mean H3K27me3 level of inter-peak genes and peak genes at different ages. The scatter plot and violin plot was generated by R package ggplot2.

For visualization of the selected genome regions, we used IGV-2.3.31 (Robinson et al., 2011) with the bigwig files generated by *bamCoverage*. Circos plot was generated by J-circos-V1 (An et al., 2015) with the bigwig files. Cistrome correlation tools (Liu et al., 2011) were used to generate the heatmap with hierarchical clustering (*hclust* function in R) according to pair-wise correlation coefficients. Pair-wise Pearson correlations of genome-wide H3K27me3 levels were calculated at windows of 1Kbps on the genome scale using multiple bigwig file. The deeptools function *bamCompare* was used to generated bigwig file based on ChIP and input bam files that are compared to each other with ratio while being simultaneously normalized using RPKM.

#### PolyA-selected RNA-seq

Sequencing reads were mapped to the reference genome dm6 with STAR2.3.0e (Dobin et al., 2013) by default parameter. The read counts for each gene were calculated by HTSeq-0.5.4e (Anders et al., 2015) htseq-count with parameters ‘-m intersection-strict -s no’ with STAR generated SAM files. The count files were used as input to R package DESeq (Anders and Huber, 2010) for normalization and the differential expression genes were differential expression genes were computed based on normalized count from three biological replicates (p<0.05). The venn diagrams of overlapped differential genes were generated by VENNY-2.1 (http://bioinfogp.cnb.csic.es/tools/venny/index.html). GO term analysis was performed by David (Huang et al., 2009a, Huang et al., 2009b) with default parameters. WGCNA (1.51) was used for network analysis of co-regulated genes across PRC2 mutant samples with parameters “Soft thresholding power β = 8; Scale-free topology fit index R^2^ = 0.897). For selected module, Cytoscape (3.5.1) was used for visualizing interaction network.

#### Metabolome

The raw MS data (.wiff) were converted to mzML files using ProteoWizard MSConvert (version 3.0.6526) and processed using XCMS (Smith et al., 2006) for feature detection, retention time correction and alignment. Part of XCMS processing parameters were optimized and set as followings: mass accuracy in peak detection = 25 ppm; peak width c = (5, 20); snthresh = 6; bw = 10; minfrac = 0.5. R package CAMERA (Kuhl et al., 2012) was used for peak annotation after XCMS data processing. A customized R script was used to preprocess and extract the MS/MS data for database match with in-house library. The resulting raw data was then preprocessed for data normalization using SVR algorithm (Shen et al., 2016). Pathway enrichment analysis was executed using MetaboAnalyst 3.0 (Xia et al., 2015). In MetaboAnalyst 3.0, metabolic pathways for *Drosophila melanogaster* were selected. The pathway analysis algorithms were hypergeometric test for over representation analysis and relative-betweeness centrality for pathway topology analysis. For normalized intensity calculation, the preprocessed metabolomic data was further scaled (see below).

$$Normalizedintensity=\frac{x}{\sigma }$$

*σ* is the standard deviation of the population.

Specifically, in each sample group, the pathway intensity was determined by calculating the sum of detected metabolites' normalized intensities in each metabolic pathway.

### Data and software availability

#### Data resources

The raw data files of sequencing experiments have been deposited in the NCBI Gene Expression Omnibus, as well as the normalized read density profiles of ChIP-seq and differential expression results from DESeq of RNA-seq reported in this paper. The accession number is GEO:GSE96654.

#### Quantification and statistical analysis

All statistical details of experiments are included in figure legends. Sample numbers and experiment replicates are stated in figure legends.

How the deposited data were processed for this re-analysis (not part of the article)

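The mRNA data are 60 libraries of polyadenylated RNA from muscle or heads of flies, in 20 groups of 3, and the small RNA data are 3 libraries of muscle, 1 per genotype. A further 72 libraries of other assays, among them the chromatin libraries, were not used here. All groups were 30d old except 1 of WT muscle at 3d. The mutants were backcrossed into the WT line, as the paper states.

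The authors made single-end reads of 100 bp, aligned them to dm6 with STAR, counted them on genes with HTSeq (intersection-strict, without strand) and compared groups with the original DESeq. The 14 mRNA tables that the authors deposited list 17023 genes each, and the 2 small RNA tables list 52 miRNAs each. For every gene a table gives the mean normalized count of each group, the mean over both groups, the fold change as a ratio, its log2, a p-value and an adjusted p-value, all computed by the authors. The normalized counts are the authors' read counts divided by a size factor per library. The signal of the deposited tables is held as group means, so the branches of the analysis plan for values per library did not apply.

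From the deposited means, the log2 ratio of the second group to the first was recomputed, and the authors' adjusted p-values were recomputed from their p-values by the Benjamini-Hochberg method, with the same result. In every comparison of a mutant, the first group was WT, and in the age comparison it was 3d. Groups that tables share were found by identical means of all 17023 genes. The sample labels leave doubts. The title of the muscle control of *esc E(z)* and the title of that of the single mutants disagree with their descriptions, which name the tables of *Pcl Su(z)12* and of *esc E(z)*, and the titles were used. Some *Pcl* libraries carry another allele number than the paper's, and the descriptions of the *Pcl* libraries of heads name the muscle table. The genotype and tissue of each comparison are those in the name of its table.

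The size factors were read from genes with a single read in 1 library of a group, whose mean is 1 over 3 times that library's size factor. They lay between 0.727 and 1.545, and in 20 of 20 groups 3 clear steps were found. Because the spread of replicates is not part of the tables, precision for a gene rests on the authors' p-value.

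A gene was called changed at an unadjusted p under 0.05, as the paper states. Alternatives were the adjusted p under 0.05, a mean normalized count of at least 10, a fold change of at least 1.5, centring on the median of genes with a mean of at least 10, lists without genes shared with another list, pseudocounts of 0.1 and 10 in place of 1, and peak genes that lie wholly inside a peak region. These choices, the comparisons and the gene lists of Supplementary files 1, 3 and 4 were fixed before the deposited values were examined. Scaling of the 2 groups to equal sums, applied where the sums differ by over 10%, the simulated overlap at each mutant's own rate of calls, the simulated mutant beside the measured age change, and the overlap that includes *p55* were added afterwards. The structural muscle list, the heat shock list and the cytochrome P450 genes were also chosen after values were seen.

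The median log2 fold change of a list was compared with 10000 random lists of as many genes, drawn from 20 bins of the mean normalized count. Percentiles of 2.5 and 97.5 bound the range given. Overlaps of the single mutants were compared with 1000 simulations of groups that share a control. Enrichment was tested by Fisher's exact test, differences between tissues by 100000 sign flips over genes, differences from the structural muscle list by 10000 permutations, relations by Spearman's rho, and the age change across the glycolysis genes by the exact Wilcoxon signed-rank test. Random numbers used seed 1. Genes within 20 kb of each other were called neighbors, and genes within 1 Mb of a mutated gene were tested for linkage. The versions were Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

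The peak regions of Supplementary file 1 and the gene positions are both on dm6 (BDGP6), and 16647 of the 17023 genes have a position. The version of the annotation used for counting is not stated in the paper. Of 962 names of peak genes in the supplement, 903 were found in the tables, and all 903 overlap a peak region.

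Genes are named by a rule set before the values were examined. They are the genes that the paper names in its RNA results, the mutated genes, members of the lists of Supplementary files 3 and 4, and in each comparison or overlap the 3 genes with the largest rise and the 3 with the largest fall among those with an adjusted p under 0.05 and a mean of at least 50. Not all of them are printed.

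The steps were tested on simulated data. Of 200 genes changed in simulated counts modelled on the comparison of *esc* in muscle (8809 genes), 82.5% were recovered with their direction, and 95.3% of those with a mean of at least 50. Unchanged genes made up 7.3% of the calls, where 5% was set. All changed genes had a log2 fold change of 1 in size, and the calls used the known means and spread of the simulation. The reported calls rest on the authors' DESeq p-values instead, so these rates do not describe them. The first limits set for this check were not met and were revised afterwards.

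Limits are as follows. Genes of a list are not independent, so percentiles and tests across genes describe these libraries. Reads of near-identical genes and of genes that overlap could not be separated. GO terms and networks of co-expression were not analysed here. For heads at 3d and 30d, only the age changes printed in Supplementary file 4 were used. The mutants of each set share their control libraries.

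For small RNA the authors' deposited values of 1 library per genotype allow no test. In *esc E(z)*, miR-279-3p was 2.92 times its value in WT and miR-10-5p 0.57 times, while miR-986-5p was 2.17 times its WT value there and 0.38 times in *Pcl Su(z)12*, against the same WT library.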

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

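The structural muscle list, the heat shock list and its comparisons, the scaling to equal sums, the comparison of *p55* with the other single mutants and the comparison of random lists in both tissues were chosen only after the results they test were seen. For *p55*, the test of muscle RNA was chosen after its metabolic genes were seen but before its structural muscle genes were, and the test of glycolysis in the shared control replaced an earlier one, whose result was -0.0374, before its own result was seen.

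The 41 glycolysis genes rose more in muscle than in heads in *esc* (difference of the median log2 fold changes 0.1594, permutation by sign flips over the genes, adjusted p = 0.00012) and in *Pcl* (0.1028, adjusted p = 0.0133). By the same permutation test no such difference was detected in *E(z)* (0.0558, adjusted p = 0.166), *Su(z)12* (0.052, adjusted p = 0.329), *esc E(z)* (0.0028, adjusted p = 0.875) or *Pcl Su(z)12* (0.0978, adjusted p = 0.107). A different center of all fold changes in the tissues would shift random lists too. Their difference was at most 0.0169, in *esc*, which is too small to produce the shift. The tissues use different control libraries, and this was not tested further.

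With age, the same genes had a median of -0.43 in muscle, and of 0.0176 in heads by the values in the paper's Supplementary file 4. The difference was -0.4457, with 33 of 41 genes lower in muscle (permutation by sign flips, p = 0.0003). The muscle value depends on the scaling of the 3d and 30d groups (0.238 at equal sums), and it could also follow from less muscle RNA at 30d, since the structural muscle genes fell by 1.58 (median -1.5837).

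The *p55* mutants, whose median lifespan in the paper is 70 days for mutant and control alike, had higher metabolic genes in muscle as well. The median log2 fold change was 0.1904 for glycolysis, 0.173 for the citric acid cycle and 0.1621 for oxidative phosphorylation, each above the 97.5 percentile of random lists. More muscle RNA would raise the structural muscle genes, whose median was 0.0076, with 13 genes higher and 12 lower. Chance low values in the shared control would show in that control against others: the glycolysis genes lay at percentile 0.06 against the control of *esc E(z)* and 64.91 against that of *Pcl Su(z)12*, which leaves the question open. For oxidative phosphorylation, *p55* was higher than the mean of the other single mutants on the same control by 0.1303, so the control alone could not give it. By the same comparison, glycolysis in *p55* was not higher than in the mutants that share its control (-0.0374, percentile 10.01, 26 of 41 genes lower). Whether the glycolysis genes rose because of the *p55* mutation therefore stays open.

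Heat shock protein genes (7 to 12 per comparison) were shifted in several comparisons. In muscle, the medians were 0.5241 with age, 0.4972 in *esc*, 0.502 in *E(z)*, 1.0406 in *Pcl*, 0.2038 in *p55* and -0.55 in *esc E(z)*. They were 0.1271 in *Su(z)12* and -0.1443 in *Pcl Su(z)12*, within the random lists. In heads they were 0.2763 in *esc*, 1.2571 in *E(z)*, 0.9626 in *Pcl* and 0.9372 in *Su(z)12*. Chance or handling differences in the shared control libraries could explain part of the rise in the single mutants, since the double mutants with other controls had medians of at most -0.1443 in muscle and -0.0468 in heads. They do not explain why mutants on 1 control differ, as *Pcl* and *Su(z)12* do in muscle and *esc* and *E(z)* in heads, and they do not bear on the age change or on *esc E(z)*, which use other controls. Those shifts were not tested further, and an effect of the mutations or of age stays open. Between 0 and 4 of the genes had an adjusted p under 0.05 in a comparison. The copies of *Hsp70* are near-identical, so their counts may be affected by reads that match several copies.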

How the results depend on the processing

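The scaling to equal sums, the simulated overlap at each mutant's own rate of calls, the simulated mutant beside the measured age change and the overlap with *p55* were chosen only after values were seen. All other alternatives were chosen before. No paired analysis was possible because the tables hold group means and no values per library. For the same reason, another tool's size factors, a pseudocount of 0.1 on values per library, a replicate block, leaving out 1 library at a time and other splits of the samples were not run. For each change the cause was not tested unless stated.

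Of the results under an alternative, 281 stayed the same, 46 moved, 4 reversed, 3 became stronger and 21 weaker. Of the 281, 104 came from centring, which shifts all fold changes of a comparison alike and is a weak check. The calls rest on the authors' p-values, which centring cannot change.

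A fold change of at least 1.5 left 2191 genes changed with age. In muscle it left 355 in *esc*, 295 in *E(z)*, 226 in *Pcl*, 453 in *Su(z)12*, 339 in *p55*, 366 in *esc E(z)* and 367 in *Pcl Su(z)12*. In heads it left 252, 279, 296 and 504 in the 4 single mutants, 355 in *esc E(z)* and 359 in *Pcl Su(z)12*. The cause is the added limit.

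The adjusted p under 0.05 left 307 genes in *esc*, 215 in *E(z)*, 138 in *Pcl*, 470 in *Su(z)12*, 362 in *p55*, 296 in *esc E(z)* and 296 in *Pcl Su(z)12* in muscle, and 105, 162, 197, 778, 274 and 282 in heads. The genes changed in common in muscle fell to 11, and to 16 in heads. These falls follow from the stricter threshold.

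At the unadjusted p, the genes changed in common with both double mutants added to the 4 single mutants were 27 in muscle and 22 in heads, which follows from the added condition. In the 2 double mutants alone they were 243 and 304, where fewer comparisons are required and the controls are other libraries. The simulated overlap rose to 51.4 in muscle and 42.3 in heads at each mutant's own rate of calls, which is higher than the nominal rate.

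Of the 63 listed genes, the adjusted p left 5 in *esc*, 3 in *E(z)*, 2 in *Pcl*, 5 in *Su(z)12*, 5 in *p55*, 2 in *esc E(z)* and 3 in *Pcl Su(z)12*. Peak genes among the genes up in *esc* were 4 with the adjusted p and 14 with a mean of at least 10, and in *Su(z)12* they were 9 and 20, and 14 wholly inside a peak; each difference from all genes was then weaker.

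Reversed were the median of the glycolysis genes with age at equal sums (0.238, also in the signed-rank test), the citric acid cycle in *esc E(z)* in muscle without shared genes (-0.0151), and the difference between muscle and heads in *esc E(z)* after centring (-0.007). The first follows from the scaling by construction.

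Stronger were the glycolysis genes of *Pcl* in heads without shared genes (0.0852), the citric acid cycle in *Pcl* in heads (-0.0668) and the pentose phosphate genes in *Pcl Su(z)12* in muscle (0.123), the last 2 with a mean of at least 10. Weaker without shared genes were the citric acid cycle in muscle in *esc* (0.1026), *Su(z)12* (0.106) and *p55* (0.1533), in heads in *Su(z)12* (0.1416) and *esc E(z)* (0.0779), and oxidative phosphorylation in *esc* in muscle (0.0587).

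The adjusted p was no longer under 0.05 for *Tpi* in muscle in *Pcl* (log2 0.2887) and in heads in *esc* (0.2265), *E(z)* (0.3338), *Pcl* (0.3257) and *Pcl Su(z)12* (0.2599), and for *Pgi* in muscle in *p55* (0.1988) and *Pcl Su(z)12* (0.2329) and in heads in *esc* (0.2092), *Pcl* (0.268) and *Pcl Su(z)12* (0.2479).

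Spearman's rho between the age and mutant changes moved with a mean of at least 10 to -0.277 in *esc*, -0.359 in *E(z)*, -0.206 in *Su(z)12* and -0.446 in *p55*. Between age and *Pcl Su(z)12* the simulated values moved to -0.069 and -0.213 with the measured age change kept, beside the observed -0.163 over the glycolysis genes.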

Differences from the paper's values

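No test in this part was chosen after a result was seen, except the scaling to equal sums.

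For the signed-rank test of the 41 glycolysis genes with age, the paper gives p = 0.01 in the legend of Fig. 5D, and the exact test here gave p = 0.000829. The alternatives chosen beforehand gave 0.00108, 0.000786, 0.000568 and 0.000509, which do not close the difference. The panel of Fig. 5D itself shows about 0.001, read by eye. At equal sums, chosen afterwards, p was 0.99.

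The paper counts 1141 peak genes. By overlap with the regions of Supplementary file 1, 924 genes of the tables were found, and 690 wholly inside a region.

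Supplementary file 3 lists 6 genes down in muscle in all 6 long-lived mutants, and 11 were found here, of which 5 are shared. *Cyp4p3* is in the paper's list, with p = 0.671 for *Pcl Su(z)12* in the authors' deposited table. *Cpr47Ef*, *CG6910*, *CG10638*, *zye*, *dys* and *Zip102B* were found only here.

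Of 1645 values of Supplementary file 4, 4 differ by more than 0.001 from the deposited tables. They are 2 pairs of pentose phosphate genes with exchanged age values, the largest difference 0.986. The others lie within 4.98e-06.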

Other observations

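The tests of the shared control by the double mutants, of muscle RNA in the single mutants, of heat shock genes, of age scaling and of less muscle RNA at 30d were chosen only after the results were seen. The tests of neighbors and linkage were written before theirs. The simulated mutant beside the measured age change was added after other values were seen and before its own result.

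The rise of the glycolysis genes in the single mutants could rest on chance low values in their shared control. Of the 46 common genes up, 39 were higher in both double mutants, which have other controls (binomial test against 25%, one-sided p = 2.51e-17; genes are not independent), so the control alone does not account for them. The controls do differ from each other in these genes, with a difference from random lists of -0.1211 in 1 of 2 comparisons, about the size of the smaller mutant effects. More muscle RNA in the samples could also raise them. The structural muscle genes had a median of at most 0.0037 in *E(z)*, *Pcl* and *Su(z)12*. In *Su(z)12* it was -0.0524, below the random lists (percentile 2.26). Members moved apart in these 3 mutants, with *Act79B* higher (log2 0.21 to 0.36) and *Act57B* lower (log2 -0.41 to -1.22). The median therefore speaks to the total muscle RNA and not to a changed make-up of the muscle samples. In *esc* the structural muscle genes rose by 0.1272, and glycolysis exceeded them by 0.1292 (permutation p = 0.0417). In *esc E(z)* they rose by 0.0975 (percentile 99.23), and the excess of glycolysis was 0.1263 (permutation p = 0.161), so more muscle RNA stays open there. In *Pcl Su(z)12* they did not rise (-0.0365), and the excess was 0.2271 (permutation p = 0.0015).

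In the age comparison, the scaling could set the direction of the glycolysis genes. Relative to genes of similar expression they stayed low (percentile 0.27), but at equal sums the median was 0.238, with members in both directions, so the direction of the median stays open. The share of the list in all counts, computed after the values were seen, fell from 3.69% to 1.90%, and 18 of the 22 genes down with age stayed lower at equal sums, so these did not depend on that scaling. The structural muscle genes fell with a median of -1.5837, 24 of 25 of them, and their share of all counts went from 5.19% to 2.47%. Less muscle RNA at 30d could therefore explain lower glycolysis and oxidative phosphorylation genes. A measure of muscle content per sample would separate this from regulation.

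The negative relation between the changes with age and in *Pcl Su(z)12* could arise from the shared 30d libraries alone, since a mutant without a change gave a mean rho of -0.213 against -0.223 observed over all genes.

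Genes changed in a mutant were more frequent within 1 Mb of the mutated gene in *Pcl* (enrichment 1.31), *Su(z)12* (1.25) and *p55* (1.18). In *esc* (0.98) and *E(z)* (1.0) they were not. Around the gene *Su(z)12*, *E(z)* reached 1.34 and *esc* 1.22, while *Pcl* (0.9) and *p55* (0.87) showed no excess. Over the 5 mutants the mean was 1.15 against 0.93 over assignments, with an exact permutation p of 0.00833, the smallest that 120 assignments can give. A stretch of chromosome carried along with the mutation could explain the excess in *Pcl* and *p55*. For *Su(z)12* that stays open, since *esc* and *E(z)* showed a similar excess around this gene. Stretches that differ between WT and all 4 stocks were not detected: 8 common genes had another common gene within 20 kb, against a mean of 6.5 and a 97.5% limit of 14 in random sets.

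In *esc E(z)*, *CG32581* went from 124.5 to 0.3 normalized counts in muscle by the authors' deposited table (log2 -8.82), and from 353.1 to 0 in heads. It also fell in *esc* and *p55* in muscle (log2 -0.91 and -1.37), and not detectably in *E(z)*, *Pcl*, *Su(z)12* or *Pcl Su(z)12* there. Its cause was not tested. The transcript of *esc* itself fell with age from 84.85 to 30.47 in the authors' deposited table (log2 -1.48).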
